# Pleomorphic Adenoma Gene 1 Is Needed For Timely Zygotic Genome Activation and Early Embryo Development

**DOI:** 10.1038/s41598-019-44882-0

**Published:** 2019-06-10

**Authors:** Elo Madissoon, Anastasios Damdimopoulos, Shintaro Katayama, Kaarel Krjutškov, Elisabet Einarsdottir, Katariina Mamia, Bert De Groef, Outi Hovatta, Juha Kere, Pauliina Damdimopoulou

**Keywords:** Reprogramming, Embryology, Pluripotency

## Abstract

Pleomorphic adenoma gene 1 (PLAG1) is a transcription factor involved in cancer and growth. We discovered a *de novo* DNA motif containing a PLAG1 binding site in the promoters of genes activated during zygotic genome activation (ZGA) in human embryos. This motif was located within an Alu element in a region that was conserved in the murine B1 element. We show that maternally provided *Plag1* is needed for timely mouse preimplantation embryo development. Heterozygous mouse embryos lacking maternal *Plag1* showed disrupted regulation of 1,089 genes, spent significantly longer time in the 2-cell stage, and started expressing *Plag1* ectopically from the paternal allele. The *de novo* PLAG1 motif was enriched in the promoters of the genes whose activation was delayed in the absence of *Plag1*. Further, these mouse genes showed a significant overlap with genes upregulated during human ZGA that also contain the motif. By gene ontology, the mouse and human ZGA genes with *de novo* PLAG1 motifs were involved in ribosome biogenesis and protein synthesis. Collectively, our data suggest that PLAG1 affects embryo development in mice and humans through a conserved DNA motif within Alu/B1 elements located in the promoters of a subset of ZGA genes.

## Introduction

Early preimplantation embryo development is dependent on zygotic genome activation (ZGA)^1,2^. Transcription from the newly formed zygotic genome starts gradually already in the one-cell embryo, and a major increase in transcriptional output, known as major ZGA, takes place during the 2-cell (2c) stage in mice and during the 4c-to-8c transition in humans^1,2^. Both minor and major ZGA are essential for cleavage stage development in the mouse^3,4^ and thus needed for the formation of a blastocyst capable of implanting to the uterine endometrium. Therefore, knowledge about the gene expression program during the first stages of embryonic development and regulation of ZGA will help discover factors controlling pluripotency, lineage differentiation and fertility. This has prompted many studies to map transcriptional programs during preimplantation development^5–10^.

In order to understand regulation of gene expression, precise knowledge of transcription start sites (TSSs) is needed. We have used an RNA-seq technology based on the detection of the 5′ ends of transcripts to map active TSSs during the first three days of human preimplantation development^11^. *De novo* motif calling using the regions around the detected TSSs led to the identification of multiple significant motifs harboring known transcription factor binding sites^7,11^. Here, we studied a *de novo* motif discovered in these analyses containing a putative binding site for the pleomorphic adenoma gene 1 (PLAG1). *PLAG1* encodes a C2H2 zinc finger transcription factor and an oncogene that was first characterized in pleomorphic adenomas of the salivary gland^12^. It belongs to the same protein family as the functionally redundant proto-oncogene PLAG-like 2 (*PLAGL2*) and the imprinted tumor suppressor PLAG-like 1 (*PLAGL1*). Ectopic expression of *PLAG1* and *PLAGL2* resulting from chromosomal translocation events can be found in malignant tumors^13^. Associations with cancer have been the focus of most studies on *PLAG* family transcription factors and consequently, less is known about their role in normal physiology. There are no reports on *PLAG* family genes in preimplantation embryo development or pluripotency. By using our human embryo transcriptome data set^11^, *Plag1* knockout (KO) mice^14^, breeding experiments, single-embryo RNA-seq, and time-lapse analysis of cleavage stage embryo development we show that PLAG1 controls a subset of ZGA genes and is needed for normal cleavage stage embryo development.

## Results

### A *de novo* motif containing a PLAG1 binding site is found in the promoters of human ZGA genes

Analysis of the TSSs upregulated during major ZGA in human embryos revealed a significant 31-bp *de novo* DNA motifs harboring a known PLAG1 binding site (Fig. 1a)^11^. This *de novo* PLAG1 motif was present in 74 of the 129 promoters upregulated during ZGA and highly similar sites were found in additional 19 promoters (Fig. 1b and File S1). The *de novo* PLAG1 motif was located within a conserved region of an Alu element in close vicinity to an RNA polymerase III promoter A-box, and it also partially overlapped with the PRD-like transcription factor motif that we identified in our previous study (Fig. 1c; File S1)^11^. Alu elements are primate-specific retrotransposable short interspersed nuclear elements (SINEs) that evolved from a duplication of the 7SL RNA gene^15^ and their evolutionary counterparts in rodents are the B1 elements^16^. Interestingly, the *de novo* PLAG1 motif resided within a segment of the Alu element that was well conserved in the rodent B1 element (Fig. 1c). The PLAG1 binding site within the Alu and B1 elements was nearly identical to the PLAG1 consensus site^17^ (Fig. 1c). Human and mouse PLAG1 have identical DNA binding domains (Fig. S1). These observations suggest that PLAG1 could be involved in human and mouse ZGA through binding to conserved motifs within Alu and B1 elements.

**Figure 1:**
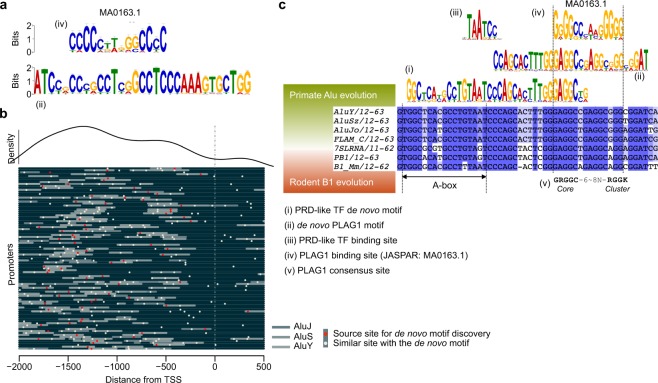
A *De Novo* DNA Motif Containing a PLAG1 Binding Site Is Found in the Promoters of Human ZGA Genes. **(a)** Comparison of (iv) the database PLAG1 binding site (JASPAR MA0163.1) and (ii) the *de novo* PLAG1 motif. **(b)** Location of source sites for the *de novo* PLAG1 motifs (red dots) and similar sites (yellow dots) in the promoters of human ZGA genes. Promoters of the 93 genes containing the motifs are stacked and aligned ranging from 2,000 upstream to 500 downstream bases around transcription start site (TSS, dashed line). The genes are listed in File S1. Locations of AluJ, AluS and AluY elements are highlighted in grey. The curve on top of the figure illustrates the density of the *de novo* PLAG1 motif along the promoter. **(c)** Comparisons of (i) the PRD-like transcription factor *de novo* motif, (ii) the *de novo* PLAG1 motif, (iii) the known PDR-like transcription factor binding site, (iv) the known PLAG1 binding site (JASPAR), and (v) the reported consensus PLAG1 binding site^17^ with human and mouse short interspersed nuclear elements (SINEs). The consensus motif (v) is described by IUPAC notation in which R is a G or A, and K is G or T. The internal RNA polymerase III promoter, A-box, is indicated. The *de novo* motifs and binding motifs are reverse-complemented. Sequences of AluY, AluSz, AluJo, FLAM_C, 7SLRNA, PB1 and B1_Mm were extracted from the Dfam database of repetitive DNA elements. ZGA, zygotic genome activation; TF, transcription factor.

### *Plag1* deficiency affects reproductive success but not ovarian or uterine function

To study the role of PLAG1 in fertility and ZGA, *Plag1* KO mice were obtained. The original phenotype was described on the Swiss Webster background whereas our colony was on the CD-1 strain, so we started by studying the reproductive phenotype. Pups from heterozygous intercrosses (HET × HET) did not significantly deviate from the expected Mendelian distribution, although 43% fewer KO pups were born than expected (Fig. 2a). KO pups were 41% smaller than wildtype (WT) at weaning, as reported before (Fig. 2b)^14^. Litter frequency over a three-month continuous breeding period did not differ between HET × HET crosses and pairs consisting of a KO female and a HET male (Fig. 2c). However, KO males with HET females did not manage to maintain the approximate one litter-per-month rate (Fig. 2c). KO × KO intercrosses had significantly reduced litter frequency: the three KO × KO breeding pairs produced only two litters in total during the entire three-month test period (Fig. 2c).

**Figure 2:**
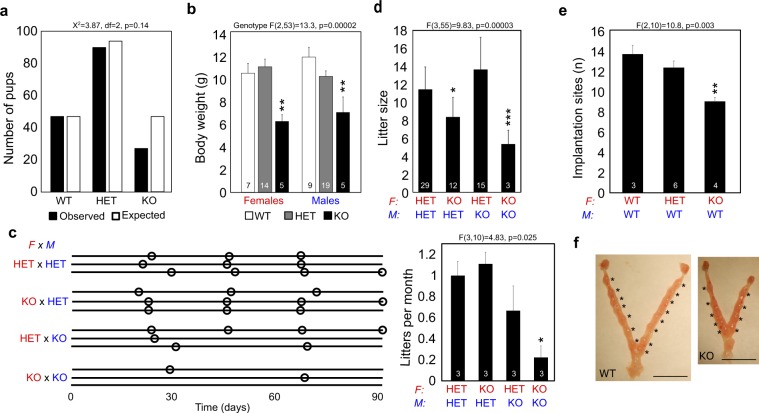
PLAG1 Deficiency Affects Growth and Reproduction in Mice. **(a)** Observed and expected numbers of pup genotypes in litters from *Plag1* heterozygote intercrosses. **(b)** Body weights of female and male pups at weaning (3-weeks-old). **(c)** Frequency of litters from breeding pairs of different genotypes maintained in continuous breeding for 90 days. Every breeding pair is represented with a horizontal line and the birth of a litter is illustrated with a circle. Quantification of the data is shown on the right. **(d)** Mean number of pups in litters from different parent genotypes. **(e)** Mean number of implanted embryos on 7.5–8.5 dpc. **(f)** Representative photos of uteri at dissection. Asterisks indicate implanted embryos. Scale bars are 1 cm. The data in b–e are presented as means + SEM and the number of observations is shown inside the columns. Statistical analysis by χ^2^ test (a) or one-way ANOVA followed by Fisher LSD post-hoc test (**b−f**). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001. F, female; HET, heterozygote; KO, knockout; M, male; WT, wildtype.

Litter size was affected in couples with KO mothers (Fig. 2d)^14^. Breeding pairs with a KO female and a HET male produced significantly fewer pups per litter, whereas litter size was normal if the parental genotypes were reversed (HET female × KO male) (Fig. 2d). Homozygous KO × KO crosses produced the smallest litters (Fig. 2d). The significant reduction in litter size was seen as early as 7.5–8.5 days *post coitum* (dpc), when fewer implantation marks were observed in KO uteri as compared to HET and WT mothers (Fig. 2e,f). This did not depend on ovarian function, as neither oocyte yield in response to gonadotropin-induced superovulation or ovarian follicle counts differed between WT and KO females (Fig. S2a–d). All normal uterine structures were present in KO females, and body-weight adjusted uterine weights did not differ between the genotypes (Fig. S2e,f). RNA-seq performed on uterine horns, endometrial mucosa and myometrial samples did not reveal differences in transcriptomes between genotypes (Fig. S2g). Taken together, these data show that *Plag1* KO females have no significant defects in their ovaries and uteri and reproduce with normal frequency, but produce significantly fewer pups per litter as compared to HET and WT females.

### Maternal *Plag1* knockout leads to delayed 2-cell stage embryo development, disrupted gene expression, and ectopic expression of paternal *Plag1*

We next studied embryos. Since *Plag1* KO females had small litters regardless of the paternal genotype, we focused on the maternal *Plag1* effect and studied embryos derived from *Plag1* KO females crossed with WT males. These breeding pairs produced HET embryos that lack the maternal *Plag1* allele, and will hereafter be referred to as *matPlag1KO* embryos.

Preimplantation development of 53 WT and 75 *matPlag1KO* embryos was analyzed by time-lapse microscopy from zygote to late morula during three independent imaging sessions, each of which contained both genotypes (Videos S1 and S2). We discovered that *matPlag1KO* embryos spent significantly more time in the 2c stage compared to WT embryos (Fig. 3a). When 50% of WT embryos had already proceeded to the 4c stage, 100% of *matPlag1KO* embryos were still arrested at the 2c stage (Fig. 3a, arrow). On average, *matPlag1KO* embryos spent 3 h longer in 2c stage compared to WT. The survival of the embryos did not differ between genotypes: 60% of the WT zygotes and 73% of *matPlag1KO* zygotes developed to a morula.

**Figure 3:**
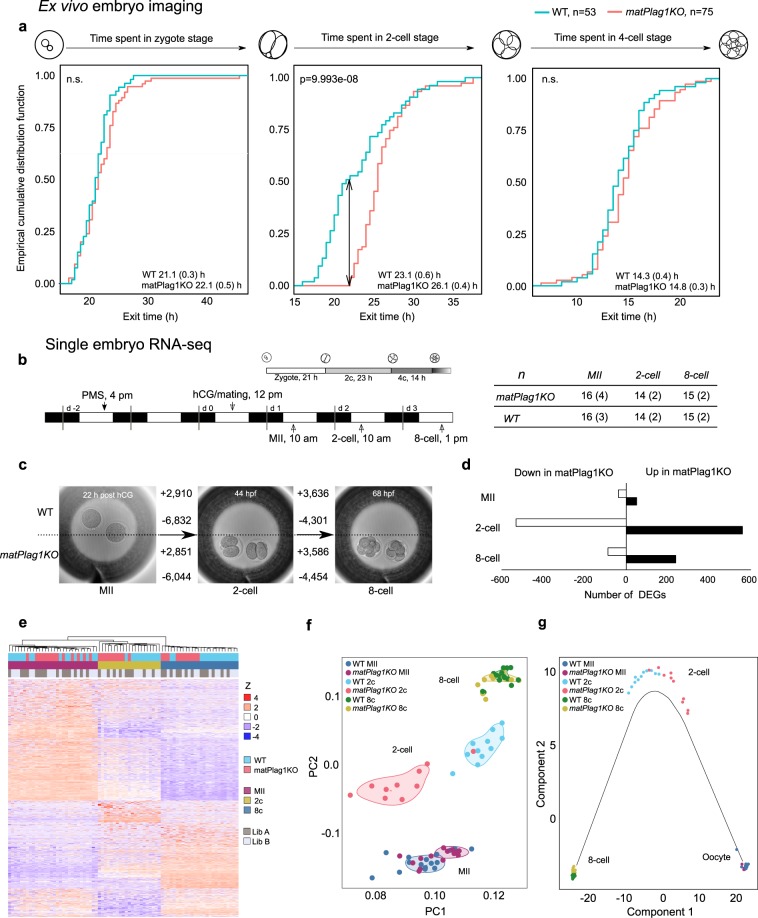
Maternal *Plag1* Knockout Leads to Delayed 2-cell stage Embryo Development and Disrupted Embryonic Gene Expression. **(a)** WT and *matPlag1KO* zygotes were collected for *ex vivo* imaging through time-lapse microscopy and cleavage stage developmental timing was recorded manually for each embryo. Plots show the empirical cumulative distribution function (y-axis, 0–1) of embryos that have exited the corresponding developmental stage at each time point (x-axis, hours). Significance between WT (N = 53) and *matPlag1KO* (N = 75) embryo developmental timing was tested using the Kolmogorov-Smirnov test and p-values are shown in the plots. Average time spent in the stage (SEM) is also shown. **(b)** WT and *matPlag1KO* MII oocytes, 2-cell stage and 8-cell stage embryos were collected for single-embryo RNA-seq. The timing of hormonal treatments, WT embryo development and embryo collection time points are shown together with the numbers of embryos sequenced (numbers of donor females in brackets). **(c)** Number of differentially expressed genes from one developmental stage to another (horizontal arrows) in *matPlag1KO* and WT embryos. **(d)** Number of differentially expressed genes between *matPlag1KO* and WT embryos at the MII oocyte, 2c and 8c stage. **(e–g)** Heatmap (**e**), principal component analysis (**f**), and pseudotime (cell trajectory) analysis (**g**) based on all differentially expressed genes in the libraries. 2c, 2-cell stage; 8c, 8-cell stage; DEG, differentially expressed gene; hCG, human chorionic gonadotropin; KO, knockout; PC, principal component; WT, wildtype.

Next, altogether 45 WT and 45 *matPlag1KO* oocytes and embryos representing three developmental stages (oocytes, 2c stage and 8c stage) were collected for single-embryo RNA-seq (Fig. 3b). 

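Single oocytes and embryos were sequenced from the 5′ ends of their transcripts, with molecular identifiers that let each transcript be counted once, in 2 pools that are called plate A and plate B here. Both plates held every stage and genotype. The authors deposited the counts of each gene and of 92 spike-in RNAs in each of 90 libraries, without normalization. Each genotype had 16 MII oocytes, 14 2c embryos and 15 8c embryos, from 2 to 4 donor females per group (Fig. 3b). The matPlag1KO embryos came from KO females and WT studs. Fig. 3b gives 44 h for the 2c stage and 68 h for the 8c stage, whereas the sample labels give 45 to 47 h and 71 to 73 h. Oocytes carry 21 to 23 h in the labels and 22 h in the figure.
The counts on genes ranged from 222357 to 2502421 per WT oocyte (median 395023) and from 7745 to 1772844 per matPlag1KO oocyte (median 580292.5). They ranged from 4432 to 194287 in WT (median 142067.5) and from 41889 to 256529 in matPlag1KO (median 149427) at the 2c stage. At the 8c stage the range was 264386 to 696870 in WT (median 564009) and 83 to 664771 in matPlag1KO (median 360369).
Plag1, the targeted gene, was examined first in each library kept for the comparisons. It had a count in 16 of 16 WT oocytes and in 3 of 14 matPlag1KO oocytes. At the 2c stage it had a count in 1 of 11 WT embryos and in 9 of 11 embryos labelled matPlag1KO, which is the opposite of the order in oocytes. The 2c group is therefore called by its label here. At the 8c stage 5 of 15 WT and 4 of 11 matPlag1KO embryos had a count.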

Spike-in RNA was used for data normalization to correct for the large general changes in cellular RNA content during preimplantation development (Fig. S3). 

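The counts on genes were divided by the counts on spike-in RNA in each library. The log2 ratio was 5.59 ± 0.88 (SD, n = 16) in WT oocytes, 3.89 ± 0.27 (SD, n = 14) in WT 2c embryos and 5.52 ± 0.35 (SD, n = 15) in WT 8c embryos. In matPlag1KO it was 5.68 ± 1.68 (SD, n = 16), 3.89 ± 0.48 (SD, n = 14) and 5.60 ± 0.77 (SD, n = 14). In the libraries that were kept, matPlag1KO had 6.17 ± 0.57 (SD, n = 14) in oocytes and 4.07 ± 0.35 (SD, n = 11) at 2c, and WT 5.59 ± 0.88 (SD, n = 16) and 3.98 ± 0.21 (SD, n = 11), so in both genotypes the fall was larger than the SD at either stage. The wider spread of all matPlag1KO oocytes includes 2 libraries that were left out. Scaled to spike-in RNA, the median log2 fold change of all tested genes was -1.46 from MII to 2c and 0.53 from 2c to 8c in WT. It was -1.42 and 0.30 in matPlag1KO. Scaled by edgeR's TMM method, which takes most genes as unchanged, the same medians were -0.03 and -0.12 in WT and 0.14 and -0.31 in matPlag1KO.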

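From MII to 2c, 8474 genes fell and 2326 rose in WT embryos, and 8306 fell and 2231 rose in matPlag1KO embryos. The libraries were scaled to their spike-in counts, and genes were called at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TMM scaling sets the median change near 0 and so does not test which direction the majority takes; with it 3814 genes fell and 4540 rose in WT, and 3192 fell and 4799 rose in matPlag1KO. In plate A alone 7075 genes fell and 1140 rose in WT, and in plate B alone 4543 fell and 2418 rose. The corresponding numbers in matPlag1KO were 6149 and 1298 in plate A, and 6517 and 1432 in plate B.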

The majority of differentially expressed genes (DEGs) were downregulated in oocyte-to-2c stage transition in both WT (6,823 DEGs down *vs* 2,910 up) and *matPlag1KO* (6,044 DEGs down *vs* 2,851 up) embryos reflecting degradation of maternal transcripts (Fig. 3c). 

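Between the 2c and 8c stages, 5269 genes rose and 2681 fell in WT, and 4812 rose and 3213 fell in matPlag1KO. Within plates, the genes that rose outnumbered those that fell by 2771 to 1255 (plate A) and 4221 to 2010 (plate B) in WT. In matPlag1KO the numbers were 2556 to 1750 in plate A and 4092 to 1932 in plate B. With TMM scaling, which sets the median change near 0 and so does not test the order, 3475 genes rose and 4767 fell in WT, and 3501 rose and 5008 fell in matPlag1KO.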

More DEGs were upregulated in the 2c–8c transition, when the zygotic genome becomes fully active (3,636 DEGs up in WT and 3,586 in *matPlag1KO*) (Fig. 3c).

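In the comparison of matPlag1KO with WT at each stage, 16511 genes were tested after TMM scaling. In oocytes 51 genes were higher and 78 lower in matPlag1KO, and 1690 had an unadjusted p under 0.05. At the 2c stage 379 genes were higher and 433 lower, or 4.92% of the tested genes, with 3380 genes at an unadjusted p under 0.05. At the 8c stage 200 were higher and 87 lower, with 2363 at an unadjusted p under 0.05. The genotype difference itself differed between 2c and MII for 546 genes, and between 2c and 8c for 380 genes (interaction in edgeR's quasi-likelihood test). Of the 10800 genes that changed from MII to 2c in WT, 619 (5.73%) were among the 812 DEGs at 2c.
The number at 2c moved most within plate A alone, with 5 matPlag1KO and 4 WT embryos, where edgeR called 0 genes and 1339 of 15073 had an unadjusted p under 0.05. Plate B alone, with 6 and 7 embryos, gave 502 DEGs, and 458 of the 498 that were also tested in plate A had the same direction there. The balance of directions depended on the scaling. With spike-in scaling 191 genes were higher and 94 lower at 2c, 97 higher and 40 lower in oocytes, and 91 higher and 15 lower at 8c. DESeq2's median-ratio factors gave 721 higher and 273 lower at 2c, and 238 higher and 57 lower at 8c. The median log2 fold change of all genes at 2c was 0.12 with TMM, 0.28 with spike-in RNA and 0.31 with the median-ratio factors. None of the 812 DEGs was called in the opposite direction under either scaling.
In oocytes, 14 wells held a WT library in one plate and a matPlag1KO library in the other. With the well as a replicate block and the plate as a term, edgeR called 642 genes higher and 147 lower in matPlag1KO oocytes, and limma-voom called 486 higher and 292 lower. With the well as a random block, limma-voom called 124 higher and 502 lower, so the balance of directions depended on the form of the block. The edgeR fit with the replicate block shared 165 genes, in the same direction, with this random-block fit.

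**Figure D1:**
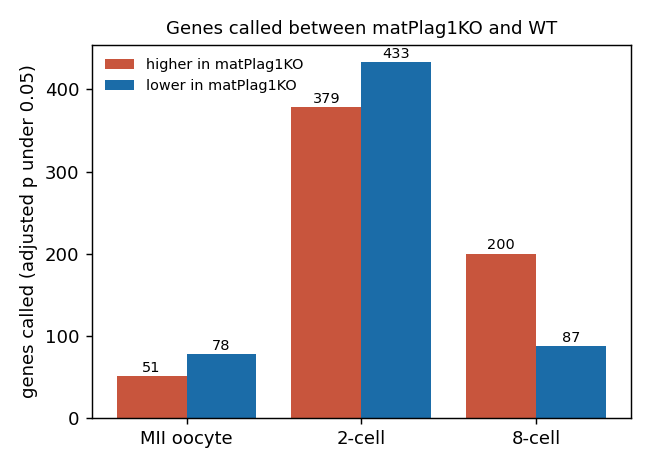
Number of genes called higher and lower in matPlag1KO than in WT at MII, 2c and 8c with TMM scaling (adjusted p under 0.05), each number above its bar. The 2c stage has 379 genes higher and 433 lower, MII has 51 and 78, and 8c has 200 and 87.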

The largest difference between WT and *matPlag1KO* embryos was found at the 2c stage when *matPlag1KO* embryos had 530 downregulated and 559 upregulated DEGs compared to WT, suggesting a dysregulation of approximately 11% of all genes regulated during the oocyte-to-2c transition (Fig. 3c,d). The differences were also clearly detected in different clustering analyses. Heatmap clustered the embryos into three primary groups by developmental stage (oocyte, 2c, 8c) but also by genotype at the 2c stage (Fig. 3e). 

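Hierarchical clustering of the 22 2c libraries used the 1000 most variable genes, chosen without the genotype, with average linkage on 1 minus Pearson's r of log2(CPM + 1), with CPM on TMM-scaled library sizes. Cut into 2 clusters, 9 WT and 2 matPlag1KO embryos lay in one and 2 WT and 9 matPlag1KO embryos in the other, so that 4 of 22 lay with the other genotype (two-sided Fisher's exact test, p = 0.00892). With the 1210 DEGs between the genotypes as the genes, which were chosen by the genotype, 3 libraries lay with the other genotype. With the excluded libraries kept, the 2 clusters parted 2 of these, with 4651 and 4432 counts, from the rest, which does not test the genotype.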

Principal component analysis likewise separated the embryos primarily by developmental stage and by genotype at the 2c stage (Fig. 3f). 

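On the 1210 genes called between the genotypes at any stage, the first principal component held 54.9% of the variance and the second 10.1%. The mean on the first component was -58.5 in WT and -56.4 in matPlag1KO oocytes. It was 19.8 ± 10.6 (SD, n = 11) in WT and -9.17 ± 11.1 (SD, n = 11) in matPlag1KO at 2c, and 63.6 and 59.6 at 8c. These genes were picked for a genotype difference, so the separation at 2c is partly built in. On the 1000 most variable genes of all libraries, the first component held 75.0% of the variance. There the 2c means were 9.22 ± 13.4 (SD, n = 11) in WT and -10.5 ± 13.8 (SD, n = 11) in matPlag1KO, a difference smaller than the sum of the 2 SDs.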

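A stage index was built without any 2c library, from the 500 genes with the largest rise and the 500 with the largest fall from MII to 8c in WT. It is the mean log2(CPM + 1) of the rising genes minus that of the falling genes, and a lower value lies closer to the oocyte. At the 2c stage it was -0.22 ± 0.78 (SD, n = 11) in WT and -1.27 ± 0.81 (SD, n = 11) in matPlag1KO, a difference of -1.05 (two-sided permutation test, p = 0.00647). This difference is 8.72% of the 12.05 between WT oocytes and WT 8c embryos. Within plate A the difference was -0.76 (n = 5 and 4, exact permutation test, p = 0.246) and within plate B -1.30 (n = 6 and 7, exact permutation test, p = 0.00991). The rising genes were lower by a mean log2 of -0.45 (permutation test, p = 0.0033), and the falling genes were higher by 0.60 (permutation test, p = 0.0194). With the genes chosen from matPlag1KO oocytes and 8c embryos instead, the difference at 2c was -1.05 (permutation test, p = 0.00502). These tests take embryos as independent, whereas each 2c group came from 2 females that the labels do not name. The genotypes also lay mostly in different rows of the plates. The p-values therefore do not cover differences between females or positions. No trajectory software was used.

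**Figure D2:**
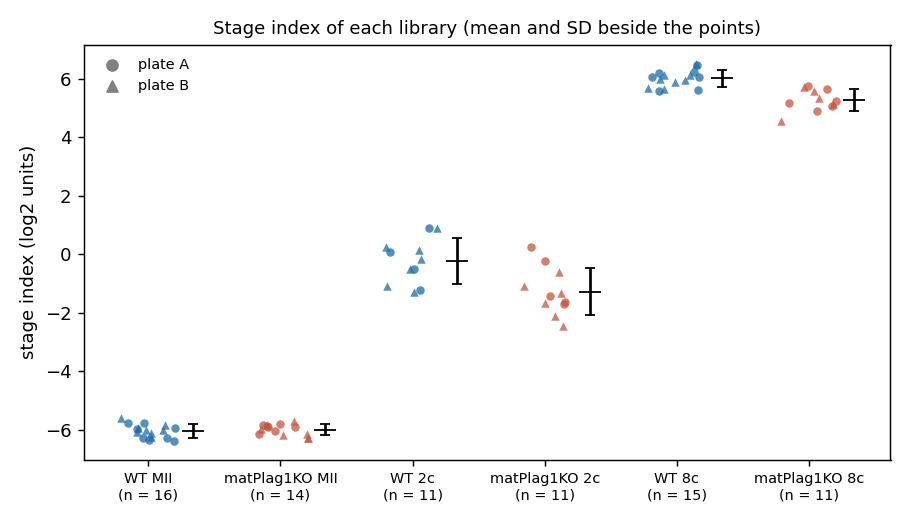
Stage index of each kept library (log2 units, points) by stage and genotype, with the mean and SD of each group. At 2c the means are -0.22 in WT and -1.27 in matPlag1KO, and the libraries overlap.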

Cell trajectory analysis yielded the same result and further suggested that the transcriptional program in the *matPlag1KO* embryos lagged behind the WT at the 2c stage (Fig. 3g).

The expression pattern of the dysregulated DEGs in 2c *matPlag1KO* embryos was studied by plotting their mean expression levels from oocyte to the 8c stage. 

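Of the 379 genes called higher in embryos labelled matPlag1KO at 2c, 297 (78.4%) fell and 9 rose from MII to 2c in WT on the spike-in scale, against 51.3% of all tested genes that fell. In matPlag1KO 177 of them (46.7%) fell and 85 rose. Their mean log2(CPM + 1) was 3.38 ± 0.22 (SD, n = 16) in WT oocytes, 1.81 ± 0.23 (SD, n = 11) in WT 2c embryos and 3.64 ± 0.62 (SD, n = 11) in matPlag1KO 2c embryos. The set was chosen for the difference between the last 2 groups. The larger share of falling genes in WT and the smaller one in matPlag1KO therefore follow in part from the choice. Lyrm7, on chromosome 11, had 1 count in the WT 2c libraries and 177 counts in matPlag1KO, with counts in 11 of 11 matPlag1KO embryos, a ratio of 157 (95% counting interval 27.8 to 6226). Its mean was 25.6 ± 18.9 CPM (SD, n = 16) in WT oocytes and 66.5 ± 45.1 CPM (SD, n = 11) in matPlag1KO 2c embryos (edgeR, adjusted p = 1.81e-08). C920025E04Rik, on chromosome 17, had 0 counts in WT 2c embryos and 55 in matPlag1KO, at least 16.2-fold higher against a floor of 3 counts over the group. It had counts in 12 of 16 WT oocytes and in 0 of 14 matPlag1KO oocytes, the opposite of the order at 2c. Gm2560 had 2 and 84 counts, a ratio of 37.2 (interval 9.98 to 312). It lies on chromosome 4 within 20 Mb of Plag1 and was not called in oocytes (edgeR, log2 fold change 0.48, adjusted p = 0.880). Hist4h4, whose reads the counting could have shared with other histone genes of like sequence, had 5 and 283 counts, a ratio of 50.1 (interval 21.2 to 156). It had counts in 2 of 11 WT and 7 of 11 matPlag1KO embryos, with a mean of 101 ± 203 CPM (SD, n = 11) in matPlag1KO. The SD is above the mean, so the ratio can rest on a few libraries.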

DEGs upregulated in *matPlag1KO* embryos compared to WT were actually maternally loaded transcripts whose degradation was delayed (Fig. 4a). Similarly, the DEGs downregulated in *matPlag1KO* embryos at the 2c stage were in fact genes whose upregulation was delayed (Fig. 4a). 

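Of the 433 genes called lower in embryos labelled matPlag1KO at 2c, 224 (51.7%) rose and 89 (20.6%) fell from MII to 2c in WT on the spike-in scale, against 14.1% of all tested genes that rose. The set was chosen for higher values in WT than in matPlag1KO 2c embryos, so part of this excess of rising genes follows from the choice. From 2c to 8c in WT, 248 (57.3%) rose and 53 fell. The mean log2(CPM + 1) of the set was 3.62 ± 0.33 (SD, n = 16) in WT oocytes, 6.13 ± 0.53 (SD, n = 11) in WT and 4.51 ± 0.47 (SD, n = 11) in matPlag1KO 2c embryos. The 5 named genes with the largest fall had ratios of WT to matPlag1KO counts of 16.2 for Reep3 (95% counting interval 5.18 to 81.6), 14.9 for Med17 (6.07 to 47.4), 12.7 for Krt28 (4.63 to 48.6), 9.60 for Hsd17b13 (4.97 to 20.7) and 9.88 for Hist1h3i (4.75 to 23.8). Reep3 had counts in 7 of 11 WT and 1 of 11 matPlag1KO embryos, and Hist1h3i, which has histone relatives of like sequence, in 5 and 3. Their means in WT 2c embryos were 21.3 ± 41.2 and 28.4 ± 60.9 CPM (SD, n = 11). Each SD is above its mean, so the ratios of these 2 genes can rest on a few libraries. Med17 fell from MII to 2c in WT on the spike-in scale (log2 fold change -1.47, adjusted p = 0.0401), about as much as the median tested gene, while its mean CPM rose from 18.0 to 33.4. Krt28 had counts in none of the oocytes.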

We hereafter refer to these two sets of genes as “delayed-degradation” and “delayed-activation” genes. By the 8c stage, their expression levels had reached the WT levels (Fig. 4a). 

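At the 8c stage the median log2 fold change between the genotypes was -0.04 for the delayed-activation genes, against -1.51 at 2c, and 0.00 for the delayed-degradation genes, against 2.75 at 2c. Of the 812 genes, 4 were called in the same direction at 8c, which is 0.493% (exact binomial 95% confidence interval 0.134 to 1.26%). At an adjusted p under 0.01, 0 of the 198 DEGs were called again at 8c, which allows a share of up to 1.85% (exact interval). Medians of sets that were chosen for a difference at 2c move toward 0 at another stage in any case. The mean log2(CPM + 1) was 6.64 ± 0.15 (SD, n = 15) in WT and 6.58 ± 0.17 (SD, n = 11) in matPlag1KO for the delayed-activation genes, and 2.09 ± 0.25 and 2.04 ± 0.23 for the delayed-degradation genes. From these profiles the paper concludes that degradation of maternal transcripts and activation of zygotic genes were delayed in matPlag1KO embryos and caught up later.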

*Plag1* transcripts were present in WT oocytes but absent in KO oocytes (Fig. 4b). 

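Plag1 lies on the minus strand of chromosome 4 from 3828305 to 3865552 (mm9). In the 16 WT oocytes it had 326 counts in all, with a mean of 32.8 ± 39.0 CPM (SD), and in the 14 matPlag1KO oocytes 4 counts, with a mean of 0.457 ± 1.02 CPM (SD; two-sided permutation test, p = 0.00012). The ratio of pooled counts was 90.2 (95% counting interval 34.9 to 333). Intervals cover counting error alone. The log2 fold change was -5.64 (standard error 0.65, adjusted p = 1.48e-10 from edgeR's quasi-likelihood test). Within plate A the means were 17.4 and 0.133 CPM (n = 8 and 7, exact permutation test, p = 0.00311), and within plate B 47.7 and 0.753 CPM (n = 8 and 7, exact permutation test, p = 0.00404). Counts at the 5′ end do not show whether a transcript of the targeted allele is intact.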

In WT embryos, the maternally provided *Plag1* was completely degraded by the 2c stage and remained absent in 8c embryos, suggesting that *Plag1* is normally not expressed from the zygotic genome (Fig. 4b). 

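In WT 2c embryos Plag1 had 1 count among 1659010, in 1 of 11 libraries, with a mean of 0.392 ± 1.30 CPM (SD, n = 11). In WT 8c embryos it had 10 counts among 8095469, in 5 of 15 libraries, with a mean of 1.67 ± 3.31 CPM (SD, n = 15). The fall from MII to 2c was called on the spike-in scale (adjusted p = 1.30e-09), and the change from 2c to 8c was not (log2 fold change 1.74, adjusted p = 0.115). Transcripts below a few counts per library were not detectable at this depth.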

Interestingly, in clear contrast to WT embryos, *matPlag1KO* embryos expressed *Plag1* in the 2c stage. 

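Embryos labelled matPlag1KO at 2c had 91 Plag1 counts among 1873299, with a mean of 35.9 ± 30.2 CPM (SD, n = 11), which is higher than in WT 2c embryos (two-sided permutation test, p = 0.00023). The ratio of pooled counts was 80.6 (95% counting interval 14.1 to 3218). The edgeR fit gave a log2 fold change of 5.59 (standard error 0.94, adjusted p = 0.000127). Within plate A the means were 24.7 and 0.993 CPM (n = 5 and 4, exact permutation test, p = 0.0873), and within plate B 42.4 and 0 CPM (n = 6 and 7, exact permutation test, p = 0.00466). Without the 2 libraries with the highest values, the mean was 26.6 CPM (n = 9, exact permutation test, p = 0.000464). Of the 3 excluded matPlag1KO libraries at 2c, 2 also had a Plag1 count, and none of the 3 excluded WT libraries did. The counts carry no allele information, so the parental origin was not tested.

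**Figure D3:**
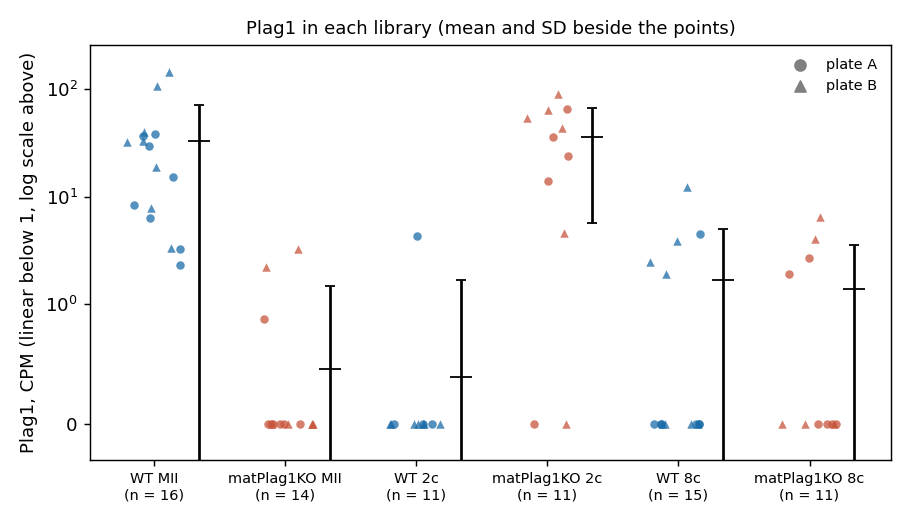
Plag1 CPM in each kept library (points, plate A as circles and plate B as triangles, axis linear below 1 and logarithmic above) by stage and genotype, with the mean and SD of each group; bars that would pass below 0 end at the axis. All 16 WT oocytes have a count, against 3 of 14 matPlag1KO oocytes, and 9 of 11 2c embryos labelled matPlag1KO have one against 1 of 11 WT 2c embryos.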

As these embryos lack maternal *Plag1* allele, the expression must stem from activation of the paternal allele. This ectopic expression of *Plag1* in the 2c stage *matPlag1KO* embryos returned to baseline by 8c stage (Fig. 4b), when also the delayed-activation and delayed-degradation genes had caught up with the WT expression levels (Fig. 4a). This may suggest rescue of the ZGA by paternal *Plag1* expression. 

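In matPlag1KO 8c embryos Plag1 had 6 counts among 4512661, with a mean of 1.38 ± 2.21 CPM (SD, n = 11), which did not differ from WT (two-sided permutation test, p = 0.838; ratio of pooled counts 1.08, 95% counting interval 0.322 to 3.27). The fall from 2c to 8c in matPlag1KO had a log2 fold change of -3.56 on the spike-in scale (edgeR, adjusted p = 8.07e-05).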

Factors that are needed for ZGA are maternally provided into the oocyte during folliculogenesis. Our data shows that *Plag1* transcripts were maternally provided into mouse oocytes (Fig. 4b) and they were already present during folliculogenesis (Fig. S5). In addition, analysis of two independent human RNA-seq datasets showed that *PLAG1* is maternally provided to human oocytes as well with decreasing levels towards blastocyst stage (Fig. S4).

**Figure 4:**
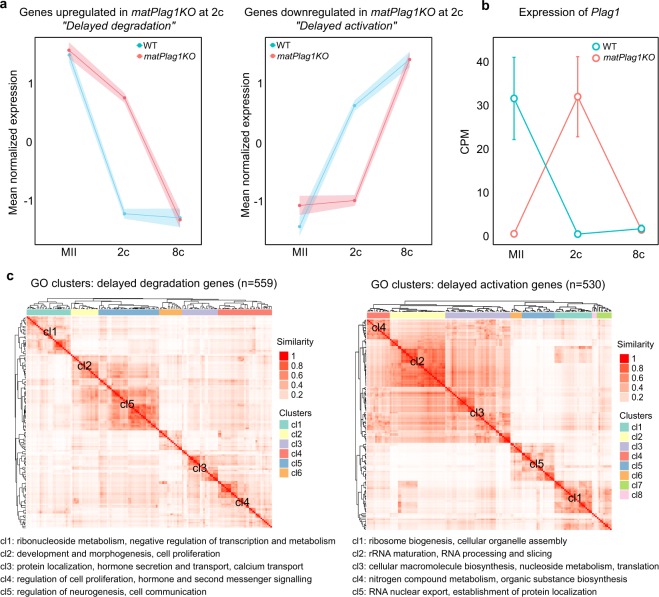
*MatPlag1KO* 2-Cell Embryos Have Delayed Regulation of Two Functionally Differing Sets of Genes and They Ectopically Express *Plag1* from the Paternal Allele. **(a)** Mean normalized expression (Z) pattern of the 559 genes that are significantly upregulated (“delayed-degradation”) and the 503 genes that are significantly downregulated (“delayed-activation”) in *matPlag1KO* embryos compared to WT embryos at the 2c stage. **(b)** Normalized expression of *Plag1* in the MII oocyte, 2c and 8c stages. **(c)** Heatmaps displaying semantic similarity among the top-150 significantly enriched GO terms associated to the delayed-degradation (left) and delayed-activation (right) genes. Five largest clusters are depicted (cl1–cl5), and common denominators among GO terms belonging to these clusters are shown. The full GO lists are provided in File S2. 2c, 2-cell stage; 8c, 8-cell stage; CPM, counts per million; GO, gene ontology; KO knockout; WT, wildtype.

Gene ontology analyses showed that the delayed-activation genes belong into categories relevant to ribosome biogenesis, RNA processing, and translation, whereas the delayed-degradation genes clustered to diverse GO categories ranging from neurogenesis to negative regulation of transcription (Fig. 4c, File S2). 

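As a stand-in for the gene ontology terms, sets were fixed by gene symbol. The 91 cytosolic ribosomal protein genes had a mean log2 fold change of -0.98 at 2c, and 88 of them were lower in matPlag1KO (limma's camera with a preset correlation of 0.01 between genes, two-sided p = 1.16e-43). With the correlation estimated from the data, p was 0.00787, and fry gave p = 0.000265. The 77 mitochondrial ribosomal protein genes had a mean of -0.34, with 52 lower (camera p = 3.91e-05, estimated correlation p = 0.0162, fry p = 0.00512). The 38 proteasome subunit genes, a set outside translation included for comparison, had a mean of -0.52, with 29 lower (camera p = 2.78e-08, estimated correlation p = 0.00214, fry p = 8.29e-05). Adjusted over the list alone, each of the 3 sets stays under 0.05 in these tests.
While the median of all genes lay above 0 with each scaling, the medians of the 3 sets were -0.99, -0.33 and -0.66 with TMM, -0.90, -0.12 and -0.48 with spike-in RNA, and -0.82, -0.16 and -0.45 with median-ratio factors. In plate A alone the estimated correlation gave p = 0.149 and fry p = 0.123 for the cytosolic set, and with the excluded libraries kept p = 0.0545 and 0.0684. For the mitochondrial set the same tests gave p = 0.111 and 0.0938 in plate A, and 0.223 and 0.569 with the excluded libraries kept. For the proteasome set they gave p = 0.101 and 0.0898, and 0.282 and 0.495. Of 50 splits of the 2c libraries, the real one included, 3 gave the mitochondrial set as small a camera p.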

The delayed-activation GOs showed higher similarity to genes typically upregulated during 2c–8c transition in WT embryos (best-match average (BMA) 0.792) than to those downregulated (BMA 0.531) (File S3). Conversely, the delayed-degradation GOs showed higher similarity to genes normally downregulated between 2c–8c stages (BMA 0.714) than to those upregulated (BMA 0.445) (File S3). These data confirmed that embryos that lacked the maternal *Plag1* were characterized by delayed transition through the 2c stage due to specific sets of genes being dysregulated compared to WT embryos.

### The delayed-activation genes overlap with human ZGA genes and have enriched PLAG1 *de novo* motif in their promoters

We next wanted to compare our current mouse embryo data with our earlier human embryo transcriptome data^11^, and converted the mouse genes to human orthologues. 

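The mouse homologs of human genes came from the paper's File S1, which lists 74 human promoters that gave the de novo motif. They name 54 mouse homologs, of which 47 were tested and 14 encode cytosolic ribosomal proteins. The paper's full list of human genes was not analysed here. From 2c to 8c in WT, 42 of the 47 were higher, 37 of them called, and the median log2 fold change was 2.22, against 0.53 for all genes (one-sided limma geneSetTest, p = 1.47e-13). Without the ribosomal protein genes, the median of the other 33 was 1.77 (p = 5.91e-07). The human counts were not analysed here.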

The gene expression changes during major ZGA in humans (4c–8c transition) and WT mice (2c–8c transition) were highly similar in general between our datasets (Fig. S6). A gene set analysis showed that the genes upregulated during human major ZGA were significantly enriched among the mouse delayed-activation genes (Fig. 5a). 

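Among embryos labelled matPlag1KO and WT at 2c, 35 of the 47 homologs from File S1 were lower in matPlag1KO, with a median log2 fold change of -0.70 (one-sided limma geneSetTest on edgeR's signed statistic, p = 3.10e-09). This test takes genes as independent, and camera gave p = 2.78e-10 with its preset correlation of 0.01. That preset is low beside the 0.458 estimated for the cytosolic ribosomal protein genes, and no correlation was estimated for the homologs. Both p-values can therefore be too small. Of 50 splits of the 2c libraries, the real one included, 2 gave as small a p by geneSetTest. Without the ribosomal protein genes 22 of 33 were lower, with a median of -0.44 (p = 0.000223). The same number, 35 of 47, were lower in plate A alone (p = 3.90e-07) and in plate B alone (p = 2.83e-09).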

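Among the genes called lower in matPlag1KO at 2c were 8 of the 47 homologs (17.0%), against 2.62% of all tested genes, an odds ratio of 7.74 (95% confidence interval 3.10 to 16.9, two-sided Fisher's exact test, p = 2.69e-05). Without the ribosomal protein genes it was 5 of 33 (odds ratio 7.13, p = 0.0012). Among the genes called higher were 0 of 47, where 2.30% of all tested genes were called, which does not differ at this set size (upper limit of the odds ratio 3.48, p = 0.629).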

The same result was obtained using the χ^2^ test; a significant overlap was found between the human major ZGA genes with the *matPlag1KO* delayed-activation genes but not with the delayed-degradation genes (Fig. 5b). Comparison of protein families yielded similar results (Fig. 5c).

**Figure 5:**
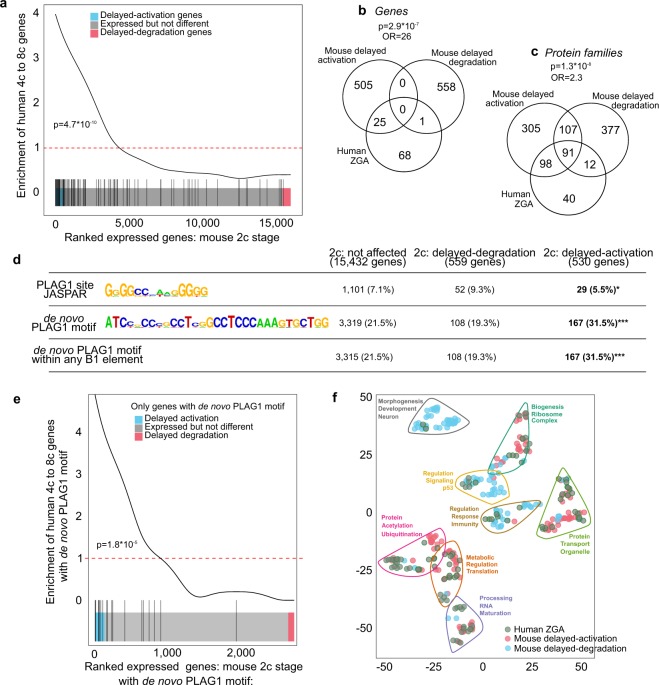
*MatPlag1KO* Delayed-Activation Genes Overlap with Human ZGA Genes, Have Enriched PLAG1 *De Novo* Motif in Their Promoters, and Associate with Protein Synthesis. **(a)** Gene set enrichment analysis comparing genes that are expressed in mouse embryos (WT and *matPlag1KO*) at the 2c stage (x-axis) with the genes upregulated during human ZGA (4c–8c transition) (y-axis). The black vertical lines shows the location of orthologous human genes among the ranked mouse genes, and the curve depicts the enrichment. Red dotted line indicates “no enrichment” level. Significance was tested with the GeneSet test function. **(b**,**c)** Venn diagram showing the overlap between delayed-activation and delayed-degradation genes (**b**) and proteins (**c**) with the human ZGA genes and proteins. **(d)** Presence of database PLAG1 binding sites (JASPAR), *de novo* PLAG1 motifs, and *de novo* PLAG1 motifs within B1 elements in the promoters of genes expressed in mouse 2c embryos. Total number of genes in different categories as well as number of unique genes with the motif within −2,000 to +500 of their TSS are shown. Enrichment over not affected genes was analyzed with Fisher’s exact test. ^*^p < 0.05, ^***^p < 0.001. (**e**) Gene set enrichment analysis comparing human and mouse genes that contain at least one *de novo* PLAG1 motif in their promoters. Significance was tested with the GeneSet test function. (**f**) t-SNE plot demonstrating similarity among the top-100 GO categories associated to human ZGA, mouse delayed-activation and mouse delayed-degradation genes that contain at least one *de novo* PLAG1 motif in their promoters (within −2,000 to +500 bp of TSS). The eight largest clusters with the most common words within the clusters are shown. 2c, 2-cell stage; 4c, 4-cell stage; 8c, 8-cell stage; GO, gene ontology; KO, knockout; OR, odds ratio; TSS, transcription start site; WT, wildtype.

We then studied the occurrence of the database PLAG1 binding sites and the *de novo* PLAG1 motifs in the affected mouse gene promoters. 

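The consensus PLAG1 site drawn in Fig. 1c was searched on both strands from 2000 bp before to 500 bp after each annotated transcription start site in the mm9 genome. At least 1 match was found in 298 of 379 delayed-activation genes (78.6%) and in 81.1% of the 13889 genes that were tested but not called (odds ratio 0.857, two-sided Fisher's exact test, p = 0.232). The delayed-degradation genes had 84.0% (p = 0.185). The matrix from the database was not analysed here, and a consensus with free bases matches far more sites.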

Database PLAG1 binding sites were found in less than 10% of the promoters in general, and surprisingly the occurrence was significantly lower in the promoters of the delayed-activation genes (5.5%) (Fig. 5d). However, the results were the opposite when we used our *de novo* PLAG1 motif instead. A significantly higher proportion of the delayed-activation promoters contained at least one *de novo* PLAG1 motif (31.5%) compared to “expressed but not affected” (21.5%) and delayed-degradation (19.3%) genes (Fig. 5d, File S4). 

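The consensus of the 169 mouse sites in File S4, taken as the most frequent base at each position, was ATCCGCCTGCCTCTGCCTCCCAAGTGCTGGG. That file lists sites in genes that the paper calls delayed-activation, and 91 of its 127 genes were called lower here, so the consensus is not independent of the set it is tested in. A promoter was counted as having the motif if it held at least 1 match with at most 5 mismatches. Annotated start sites were found for 14612 of the tested genes (88.5%). The motif was found in 183 of 379 delayed-activation genes (48.3%), in 5342 of 13889 genes that were not called (38.5%) and in 107 of 344 delayed-degradation genes (31.1%). Against the genes not called, the odds ratio was 1.49 for delayed activation (two-sided Fisher's exact test, p = 0.000142) and 0.722 for delayed degradation (p = 0.00586). Against the genes not called that rose from 2c to 8c in WT, 43.5% of which had the motif, the odds ratios were 1.21 (p = 0.0752) and 0.586 (p = 7.13e-06). Against genes matched on mean CPM in WT 2c embryos, it was 0.888 (p = 0.311), and that of the delayed-degradation genes was 0.930 (p = 0.614). The genes were called from a difference to these embryos, so this match is tied to the call, and with a match on WT oocytes in its place the odds ratios were 1.44 (p = 0.00132) and 0.704 (p = 0.00605), on WT 8c embryos 0.877 (p = 0.260) and 0.826 (p = 0.137), and on matPlag1KO 2c embryos 1.15 (p = 0.235) and 0.548 (p = 1.24e-06). The weight matrix and the threshold of the paper are not named in its text, and the calls of B1 elements were not analysed here.

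**Figure D4:**
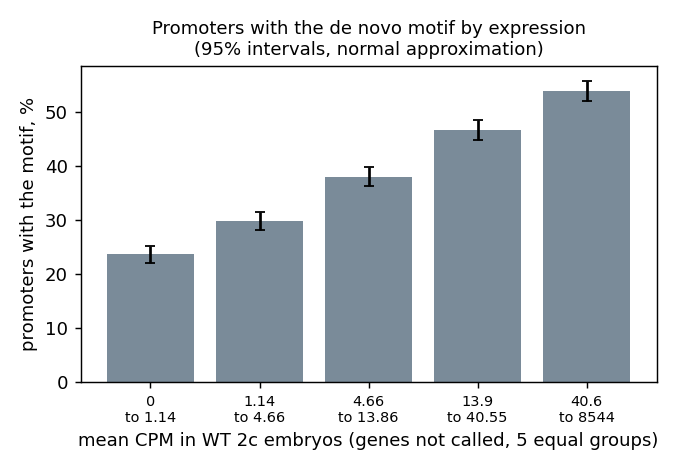
Percent of genes with the de novo motif in a promoter (vertical axis, from 0) among the genes not called, in 5 groups of equal size by mean CPM in WT 2c embryos (horizontal axis), with 95% intervals for counting error. The share rises from 23.7% in the lowest to 54.0% in the highest group.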

We also studied the connection of these *de novo* PLAG1 motifs to B1 elements and obtained virtually identical results, showing that the vast majority of the *de novo* PLAG1 motifs reside within B1 elements (Fig. 5d). In addition to occurrence (present or not), we also considered the frequency (how many) of the *de novo* PLAG1 motifs. A significantly higher frequency was found in the promoters of delayed-activation genes compared to delayed-degradation genes (Fig. S7).

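The delayed-activation genes had 0.850 ± 1.19 matches per gene (SD, n = 379) and the delayed-degradation genes 0.468 ± 0.850 (SD, n = 344), with a mean of 0.633 in the genes not called (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give). Genes are not independent replicates. The median CPM in WT 2c embryos was 106 in the delayed-activation genes, 2.44 in the delayed-degradation genes and 8.35 in the genes not called.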

Finally, we compared the homologous mouse delayed-activation and human ZGA genes that contained at least one *de novo* PLAG1 motif and found a significant overlap (Fig. 5e). 

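Of the 5632 genes with the motif, 31 were homologs from File S1 and 183 delayed-activation genes, and 6 were both (odds ratio 7.35, two-sided Fisher's exact test, p = 0.000405). These homologs were the source of the motif in the paper, so the presence of the motif in them is not independent of the list. With at most 3 mismatches the overlap was 4 of 23 (odds ratio 6.13, p = 0.00681). From the shared genes and motif, the paper proposes that PLAG1 acts in genome activation in both species.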

We GO-annotated the three gene groups, *i*.*e*. human ZGA, mouse delayed-activation and mouse-delayed degradation genes. Hierarchical clustering revealed that human ZGA and mouse delayed-activation genes clustered together to categories representing ribosomes, protein transport, translation, RNA processing, and protein metabolism, whereas mouse delayed-degradation genes showed little overlap with the human ZGA clusters (Fig. 5f). These data suggest that mouse and human embryos have a functionally conserved set of genes that is activated during ZGA and contain PLAG1 binding sites within repetitive elements in their promoters.

## Discussion

In the present study, we have discovered a new role for the oncogene *PLAG1* in the regulation of ZGA. We identified a *de novo* assembled motif containing a PLAG1 binding site among the promoters upregulated during ZGA in human embryos, and showed that the lack of maternally loaded *Plag1* in mouse oocytes lead to a significant delay in ZGA on a transcriptional level with consequences for the timing of cleavage-stage development. Restoration of gene expression levels and embryo developmental speed coincided with ectopic expression of *Plag1* from the paternal allele. These data imply a functional role for PLAG1 in the regulation of ZGA. Our data further propose that PLAG1 target genes have roles in central cellular processes that relate to ribosomes, RNA and protein metabolism, which undoubtedly have an essential function during early embryo growth.

We show that *matPlag1KO* embryos that lack the *Plag1* transcript only during the first hours following fertilization spent significantly longer time in the 2c stage compared to WT embryos. The 2c stage is the developmental stage when the major ZGA takes place in the mouse, and failure to activate transcription leads to developmental arrest^3^. Embryo development can be affected by single genes. For example, knockdown of the pluripotency factor *Lin28* in mouse embryos leads to arrest at the 2c–4c stage^18^, and KO of the maternal-effect gene *Mater* to arrested embryonic development at the 2c stage^19^. At the 2c stage, when the development of every studied *matPlag1KO* embryo was delayed compared to WT, these embryos started expressing *Plag1* from the paternal allele. This upregulation was followed by regaining the normal developmental pace as well as normal transcriptomic program by the 8c stage, suggesting that the ectopic paternal expression of *Plag1* rescued the embryo phenotype. Although these data argue that *Plag1* is essential for embryo development at the 2c stage, we noted that even homozygous *Plag1* KO intercrosses occasionally produced litters, showing that a complete lack of *Plag1* is not strictly lethal to the embryos. Analysis of embryos from KO × KO breedings would help to understand the preimplantation phenotype. Unfortunately, the extremely poor breeding success of the KO × KO couples renders these studies unpractical. 

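Plagl2, on chromosome 2, had a mean of 17.6 ± 20.3 CPM (SD, n = 16) in WT oocytes, with counts in 13 of 16, and 10.7 ± 8.76 CPM (SD, n = 14) in matPlag1KO oocytes, with counts in 14 of 14. At the 2c stage the means were 3.08 ± 6.87 CPM (SD, n = 11) in WT and 6.75 ± 9.50 CPM (SD, n = 11) in embryos labelled matPlag1KO. The log2 fold change was -0.73 in oocytes (edgeR, adjusted p = 0.723) and 1.09 at 2c (adjusted p = 0.499), from 7 and 19 counts at 2c, which could show only large differences. At 8c the means were 9.13 and 8.26 CPM. Plagl1 had 9 and 5 counts at 2c (adjusted p = 0.534).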

We further hypothesize that *Plagl2*, the *Plag1 -*family member with redundant functions to *Plag1* that is also maternally provided, might rescue embryo development in some cases. Testing this hypothesis would require generation of *Plag1/Plagl2* double KO mice, which is impossible due to the severe phenotype of *Plagl2* KO mice; KO pups die shortly after birth to starvation due to their inability to absorb chylomicrons^20^.

Although *matPlag1KO* embryos regained a normal developmental pace after exiting the 2c stage, their developmental success was not the same as that of WT embryos, as evidenced by the reduced number of implantation sites and smaller litter size. Our embryo time-lapse data do show that *matPlag1KO* embryos developed to the blastocyst stage with equal efficiency as WT embryos. Since KO uteri already showed less implantation marks at 7.5−8.5 dpc, the embryo loss must occur sometime between 4.5 and 7.5 dpc, *i*.*e*., when the blastocyst normally implants or shortly thereafter. Developmental competence of human embryos can be scored after *in vitro* fertilization through morphokinetic measurements, and the time an embryo spends in the 2c and 4c stages is a significant determinant of developmental potential^21^. Following this, we hypothesize that the delayed 2c stage development and associated dysregulation of over 1,000 genes in *matPlag1KO* embryos could have adverse effects on the overall developmental potential of the blastocysts. In addition, synchronous preparation of both the embryo and endometrium for implantation is a prerequisite for successful implantation during the window of receptivity. Therefore, a simple delay in preimplantation development could contribute to some blastocysts missing this critical window^22^.

The *de novo* PLAG1 motif frequently localized within repetitive elements in the promoters of the ZGA genes. Alu elements are transposable elements ubiquitously present in primate genomes with involvement in gene regulation through various mechanisms^23^ and their counterparts in the mouse genome are B1 elements^16^. Despite independent evolution for over 80 million years, the densities of Alu and B1 elements in promoters of orthologous genes in humans and mice are surprisingly correlated^15,24,25^. In particular, Alu and B1 elements are highly enriched in promoters that are activated during ZGA^26^. The fact that the region that contains the PLAG1 binding site is conserved within the Alu and B1 elements suggests positive evolutionary selection. Collectively, these findings may suggest that Alu and B1 play a role in ZGA in humans and mice by attracting transcription factors such as PLAG1 to gene promoters.

The delayed-activation genes were mainly related to ribosome biogenesis, maturation and function by ontology. Even when we restricted the analysis to those genes that contained the *de novo* PLAG1 motif, GO analyses suggested roles in ribosome biogenesis and RNA and protein metabolism, both in mice and humans. It has been shown that Alu elements are enriched in promoters of genes involved in ribosome biogenesis, protein biosynthesis and RNA metabolism^25^, and one function could be to attract transcription factors such as PLAG1. Many oncogenes have effects on ribosome biogenesis, which enables cancerous cells to increase protein synthesis and grow rapidly^27^. Although *PLAG1* is an oncogene, its potential role in ribosome biogenesis and protein synthesis has not been investigated. One of the most striking phenotypes of the *Plag1* KO mice is their small size^14^. In addition, *PLAG1* polymorphisms associate with body size and growth in farm animals and humans^13,28–31^. Based on our data, we present a hypothesis that PLAG1*-*associated growth phenotypes, such as growth retardation in the KO mice, results from modulation of protein synthesis that affects cell size and division rate.

We conclude that the lack of maternally provided *Plag1* leads to a delay in ZGA manifested as prolonged 2c stage development, which is rescued by ectopic paternal *Plag1* expression. This delay and associated dysregulation of genes needed for ribosome biogenesis, RNA and protein metabolism could lead to reduced embryo competence for implantation, explaining the reduced litter size in KO mothers. We further propose that the effect of PLAG1 on ZGA genes arose through retrotransposition of Alu and B1 elements, where the PLAG1 binding sites have been under positive selection. Follow-up studies should focus on a deeper analysis of PLAG1 involvement in protein synthesis, as this is a mechanism that would explain many of the reported biological activities of PLAG1, including tumorigenicity, cell proliferation, and growth.

## Materials and Methods

Detailed materials and methods are provided in the Supplemental Information.

### Mouse studies

All experiments were approved by the Swedish Board of Agriculture (#S5–14) and performed in accordance with the ethical licence.

*Plag1KO* mice^14^ in CD-1 strain were a kind gift from Prof. Wim Van de Ven (University of Leuven, Belgium) and Dr. Carol Schuurmans (University of Calgary, Canada). The colony was established via embryo transfers, maintained as HET breedings, and genotyped using ear punches. To generate oocytes and zygotes for experiments, sexually mature young females were superovulated. Their ovaries and uteri were collected for histology and gene expression analysis. For time-lapse microscopy, zygotes (n = 103 *matPlag1KO* and n = 89 WT) were placed into a live-cell imaging incubator under a Nikon Ti-E spinning disk wide-field microscope and imaged every 30 min with an Andor EM-CCD camera. The experiment was carried out three times with both genotypes present, and the developmental pace was manually scored from the images by a researcher blinded to the genotypes.

To count implantation marks, KO and WT females were mated with trained WT studs and their uteri were collected 7.5–8.5 dpc for visual inspection. The experiment was carried out twice, with a total of 8 KO and 8 WT females.

RNA expression in uterus samples (n = 8 *Plag1KO*, n = 8 WT) was measured using STRT RNA-seq protocol^32^. Uterine horns were cut longitudinally, mucosa and myometrium separated by scraping, and the samples stored in RNAlater (Ambion, Foster City, CA, USA) until RNA extraction (RNeasy Mini kit, Qiagen, Hilden, Germany). Ten nanograms of RNA (RIN > 8) was used for RNA-seq as described^32^.

RNA expression in single manually picked oocytes and embryos was detected by analyzing two independent libraries prepared on three occasions with both genotypes present both times. Modified STRT protocol^32^ was used.

### RNA-seq data analysis

RNA-seq data was analyzed as described previously^32^. Libraries with a median gene expression of log2 counts per million (cpm) under 0 were excluded, and cell libraries were normalized with the TMM methods using EdgeR^33^. Differential gene expression analysis using EdgeR was performed on genes that had 1 cpm in at least five or more samples. Principal component analysis, heatmaps, hierarchical clustering, cell trajectory and GO analyses were carried out using DEGs in R^34^. Enriched GO terms were identified using Fisher statistics and compared via semantic similarity analysis using the Wang algorithm^35^. Homologene from NCBI was used to convert the human genes to the homologous mouse genes, and gene enrichment analyses were carried out using geneSetTest function from the *limma* package^36^.

### Promoter analyses

Human embryo promoter analysis was performed as previously described^11^. SINE repetitive elements were retrieved from the Dfam database^37^ and aligned in JalView2. Mouse embryo promoter analysis was carried out with Homer^38^. Distance of repetitive elements and *de novo* PLAG1 motifs to the nearest TSS was plotted using ggplot2. Enrichment was analyzed using Fisher’s exact test.

### Statistical analysis

Continuous data were analyzed with Student’s *t*-test, one-way or two-way ANOVA, followed by Fisher LSD post-hoc test. Normality was tested with the Shaphiro-Wilks test and homoscedasticity with Levene’s test. Categorical data were analyzed with the χ^2^ test. The exit time of embryos from each developmental stage was plotted as an empirical distribution function (ecdf) using ggplot2 and significance tested using the Kolmogorov-Smirnov test. All analyses were carried out using R, the p values are two-tailed and considered significant if p < 0.05.

## Supplementary information

Video S1

Video S2

Supplementary information

File S1

File S2

File S3

File S4

## Data Availability

RNA-seq data have been deposited to Gene Expression Omnibus data repository as a SuperSeries record under the reference GSE111040.

## References

[1] Jukam D, Shariati SAM, Skotheim JM (2017). Zygotic Genome Activation in Vertebrates. Dev Cell.

[2] Niakan KK, Han J, Pedersen RA, Simon C, Pera RA (2012). Human pre-implantation embryo development. Development.

[3] Warner CM, Versteegh LR (1974). *In vivo* and *in vitro* effect of alpha-amanitin on preimplantation mouse embryo RNA polymerase. Nature.

[4] Abe KI (2018). Minor zygotic gene activation is essential for mouse preimplantation development. Proc Natl Acad Sci USA.

[5] De Iaco A (2017). DUX-family transcription factors regulate zygotic genome activation in placental mammals. Nat Genet.

[6] Petropoulos S (2016). Single-Cell RNA-Seq Reveals Lineage and X Chromosome Dynamics in Human Preimplantation Embryos. Cell.

[7] Töhönen, V. *et al*. Transcription Activation Of Early Human Development Suggests DUX4 As An Embryonic Regulator. *bioRxiv*, 10.1101/123208 (2017).

[8] Vassena R (2011). Waves of early transcriptional activation and pluripotency program initiation during human preimplantation development. Development.

[9] Xue Z (2013). Genetic programs in human and mouse early embryos revealed by single-cell RNA sequencing. Nature.

[10] Yan L (2013). Single-cell RNA-Seq profiling of human preimplantation embryos and embryonic stem cells. Nat Struct Mol Biol.

[11] Tohonen V (2015). Novel PRD-like homeodomain transcription factors and retrotransposon elements in early human development. Nat Commun.

[12] Kas K (1997). Promoter swapping between the genes for a novel zinc finger protein and beta-catenin in pleiomorphic adenomas with t(3;8)(p21;q12) translocations. Nat Genet.

[13] Juma AR, Damdimopoulou PE, Grommen SV, Van de Ven WJ, De Groef B (2016). Emerging role of PLAG1 as a regulator of growth and reproduction. J Endocrinol.

[14] Hensen K (2004). Targeted disruption of the murine Plag1 proto-oncogene causes growth retardation and reduced fertility. Dev Growth Differ.

[15] Ullu E, Tschudi C (1984). Alu sequences are processed 7SL RNA genes. Nature.

[16] Labuda D, Sinnett D, Richer C, Deragon JM, Striker G (1991). Evolution of mouse B1 repeats: 7SL RNA folding pattern conserved. J Mol Evol.

[17] Voz ML, Agten NS, Van de Ven WJ, Kas K (2000). PLAG1, the main translocation target in pleomorphic adenoma of the salivary glands, is a positive regulator of IGF-II. Cancer Res.

[18] Vogt EJ, Meglicki M, Hartung KI, Borsuk E, Behr R (2012). Importance of the pluripotency factor LIN28 in the mammalian nucleolus during early embryonic development. Development.

[19] Tong ZB (2000). Mater, a maternal effect gene required for early embryonic development in mice. Nat Genet.

[20] Van Dyck F (2007). Loss of the PlagL2 transcription factor affects lacteal uptake of chylomicrons. Cell Metab.

[21] Wong CC (2010). Non-invasive imaging of human embryos before embryonic genome activation predicts development to the blastocyst stage. Nat Biotechnol.

[22] Wang H, Dey SK (2006). Roadmap to embryo implantation: clues from mouse models. Nat Rev Genet.

[23] Elbarbary RA, Lucas BA, Maquat LE (2016). Retrotransposons as regulators of gene expression. Science.

[24] Mouse Genome Sequencing C (2002). Initial sequencing and comparative analysis of the mouse genome. Nature.

[25] Polak P, Domany E (2006). Alu elements contain many binding sites for transcription factors and may play a role in regulation of developmental processes. BMC Genomics.

[26] Ge SX (2017). Exploratory bioinformatics investigation reveals importance of “junk” DNA in early embryo development. BMC Genomics.

[27] Pelletier J, Thomas G, Volarevic S (2018). Ribosome biogenesis in cancer: new players and therapeutic avenues. Nat Rev Cancer.

[28] Fink T (2017). Functional confirmation of PLAG1 as the candidate causative gene underlying major pleiotropic effects on body weight and milk characteristics. Sci Rep.

[29] Rubin CJ (2012). Strong signatures of selection in the domestic pig genome. Proc Natl Acad Sci USA.

[30] Utsunomiya YT (2013). Genome-wide association study for birth weight in Nellore cattle points to previously described orthologous genes affecting human and bovine height. BMC Genet.

[31] Zhang W (2016). Multi-strategy genome-wide association studies identify the DCAF16-NCAPG region as a susceptibility locus for average daily gain in cattle. Sci Rep.

[32] Krjutskov K (2016). Single-cell transcriptome analysis of endometrial tissue. Hum Reprod.

[33] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[34] R: A language and environment for statistical computing (R Foundation for Statistical Computing, Vienna, Austria 2010).

[35] Yu G (2010). GOSemSim: an R package for measuring semantic similarity among GO terms and gene products. Bioinformatics.

[36] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[37] Hubley R (2016). The Dfam database of repetitive DNA families. Nucleic Acids Res.

[38] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

# Supplementary material for: Pleomorphic Adenoma Gene 1 Is Needed For Timely Zygotic Genome Activation and Early Embryo Development
**Source:** Sci Rep. 2019 Jun 10;9:8411. doi: 10.1038/s41598-019-44882-0
**Supplement:** Supplementary file 3 — Supplementary information

*Supplemental information***Pleomorphic Adenoma Gene 1 Is Needed For Timely Zygotic Genome Activation and Early Embryo Development**

Elo Madissoon\*<sup>‡</sup>, Anastasios Damdimopoulos\*, Shintaro Katayama\*, Kaarel Krjutskov, Elisabet Einarsdottir, Katariina Mamia, Bert De Groef, Outi Hovatta, Juha Kere<sup>‡</sup>, Pauliina Damdimopoulou<sup>‡</sup>

\*Equal contribution

**INDEX**

|                                                                                                                       |                |
|-----------------------------------------------------------------------------------------------------------------------|----------------|
| <b>Supplemental Materials and Methods</b>                                                                             | <b>Page 3</b>  |
| <b>Video S1 (a separate attachment), legend</b>                                                                       | <b>Page 5</b>  |
| Time-lapse video of WT embryo development                                                                             |                |
| <b>Video S2 (a separate attachment), legend</b>                                                                       | <b>Page 5</b>  |
| Time-lapse video of <i>matPlag1KO</i> embryo development                                                              |                |
| <b>File S1 (a separate attachment), legend</b>                                                                        | <b>Page 5</b>  |
| <i>de novo</i> PLAG1 motifs and repetitive elements in human ZGA genes                                                |                |
| <b>File S2 (a separate attachment), legend</b>                                                                        | <b>Page 5</b>  |
| GO clusters associated with delayed-activation and delayed-degradation genes                                          |                |
| <b>File S3 (a separate attachment), legend</b>                                                                        | <b>Page 6</b>  |
| GO clusters associated with up- and downregulated genes during ZGA in WT mice                                         |                |
| <b>File S4 (a separate attachment), legend</b>                                                                        | <b>Page 6</b>  |
| <i>de novo</i> PLAG1 motifs in mouse ZGA genes                                                                        |                |
| <b>Figure S1</b>                                                                                                      | <b>Page 7</b>  |
| Comparison of human PLAG1 and mouse Plag1 protein sequence                                                            |                |
| <b>Figure S2</b>                                                                                                      | <b>Page 8</b>  |
| <i>Plag1</i> deficiency does not have significant effects on ovaries and uterus                                       |                |
| <b>Figure S3</b>                                                                                                      | <b>Page 9</b>  |
| Size of the mRNA and spike-in reference RNA libraries                                                                 |                |
| <b>Figure S4</b>                                                                                                      | <b>Page 10</b> |
| Expression of <i>PLAG1</i> in human embryos                                                                           |                |
| <b>Figure S5</b>                                                                                                      | <b>Page 11</b> |
| Expression of <i>Plag1</i> transcripts in mouse ovary as shown by X-gal staining                                      |                |
| <b>Figure S6</b>                                                                                                      | <b>Page 12</b> |
| Gene set comparison of mouse and human ZGA genes                                                                      |                |
| <b>Figure S7</b>                                                                                                      | <b>Page 13</b> |
| Frequency of <i>de novo</i> PLAG1 motifs and B1 elements in delayed-activation and delayed-degradation gene promoters |                |
| <b>References</b>                                                                                                     | <b>Page 14</b> |

## Supplemental Materials and Methods

### *Mouse studies*

The animals were housed in standard conditions (19–21°C, 55% humidity, lights 6:00 am–6:00 pm) with free access to feed (irradiated Global 18% diet 2918; Envigo, Huntingdon, UK) and tap water. In all experiments, animals were sacrificed by cervical dislocation.

**Genotyping:** Ear punches were used for genotyping with primers Plag1MT\_F (5'-CAGTTCCCAGGTGTCCAACAAG-3'), Plag1MT\_R (5'-AATGTGAGCGAGTAACAACCCG-3'), Plag1WT\_F (5'-CGGAAAGACCATCTGAAGAATCAC-3'), and Plag1WT\_R (5'-CGTTCGCAGTGCTCACATTG-3').

**Superovulation:** Sexually mature 1–3-months-old *Plag1* KO and WT females were superovulated by i.p. injection of 5 IU pregnant mare serum (Folligon; Intervet, Dublin, Ireland), followed two days later by 5 IU human chorionic gonadotropin (hCG) (Chorulon; Intervet, Dublin, Ireland), and mated with trained WT studs. MII oocytes (no mating) and zygotes were collected from oviducts the following morning. Cumulus cells were removed with hyaluronidase (0.3 mg/ml, Sigma-Aldrich, St. Louis, MO, USA).

**Time-lapse imaging** For time-lapse microscopy, zygotes were placed 2–4 per well into Primo Vision embryo culture dishes (Vitrolife, Göteborg, Sweden) under a Nikon Ti-E spinning disk wide-field microscope with a live-cell imaging incubator and imaged every 30 min with an Andor EM-CCD camera for 90 h 30 min. The imaging was repeated three times with embryos from 5 KO females (providing 103 embryos) and 6 WT females (providing 89 embryos) with both genotypes present at every session. Developmental pace was manually scored from the images by a researcher blinded to the genotypes.

**Ovary and uterus analyses** Ovaries and uteri were collected during superovulation experiments, their weights recorded, and tissues stored in 4% (w/v) paraformaldehyde. Paraffin-embedded tissue was processed to 4-µm hematoxylin-eosin-stained sections and slides digitalized with a Mirax Slide Scanner (Zeiss, Göttingen, Germany). Transverse sections from the middle of the uterine horn were used for histological examination. One section from the middle of the ovary was used for assessment of follicles in different developmental categories (preantral, antral, atretic and corpora lutea) and their number adjusted for the ovary surface area using Panoramic Viewer software (3DHistech, Budapest, Hungary). Altogether, 22 KO and 13 WT animals were used for assessment of the ovary, and 8 KO and 8 WT for uterus histology. For X-gal staining, ovaries were collected from 3 KO and 3 WT females, aged between 4 and 5 months, fixed in 4% paraformaldehyde, cryosectioned at 12 µm and subjected to X-gal staining as described before<sup>1</sup>, with the following modifications: sections were placed in X-gal solution at room temperature immediately without thawing; after overnight incubation in X-gal solution, the tissues were not postfixed; and eosin was used as a counterstain.

**Embryo RNA-seq** Zygotes collected from superovulated females were treated with hyaluronidase and placed in KSOM medium (EMD Millipore, Nottingham, UK) under ovoi-100 (Vitrolife) in IVF 4-well plates (Sigma-Aldrich) for culture at 37°C under 5% CO<sub>2</sub>/95% air. Single embryos or uncultured MII oocytes were picked into 4 µl library lysis buffer containing 5 mM Tris-HCl pH 8.0 (Sigma-Aldrich), 2 mM dNTP mixture (ThermoFisher Scientific, Waltham, MA, USA), 10 mM DTT (Sigma-Aldrich), 0.05% Triton X-100 (Sigma-Aldrich), 400 nM anchored oligo(dT) primer biotin-TTAAGCAGTGGTATCAACGCAGAGTCGAC(T)<sub>29</sub>V where V is a LNA nucleotide (Exiqon, Vedbaek, Denmark), and 4 U RiboLock RNase inhibitor (ThermoFisher). Embryos were picked as shown in Figure 3b on three different occasions, yielding a total of 16 zygotes, 14 2c-stage embryos, and 15 8c-stage embryos for both *matPlag1*KO and WT. Two separate 46-plex libraries (libA and libB) were made as

described previously <sup>2</sup> with the following modifications: barcoded 10  $\mu$ M template-switching oligonucleotides were added prior to reverse transcriptase, ERCC spike-in Mix A was diluted 15,300-fold with clean water, and 1  $\mu$ l was taken per library reverse transcriptase master mix. Twenty cycles of PCR were used for the first round of amplification and ten additional cycles for the second round to introduce Illumina-compatible universal sequences. Both libraries contained all developmental stages and genotypes.

#### *RNA-seq data analysis*

The reads were filtered, samples de-multiplexed, UMIs joined, reads trimmed and mapped to the reference mouse genome mm9 by TopHat <sup>3</sup>. The resulting bam files were converted to tag directories employing Homer <sup>4</sup> and were subsequently used to estimate the reads in all annotated genes. Annotations were in GTF file format retrieved from UCSC and were concatenated to a GTF file with the ERCC annotations. 

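The rule on low libraries was read as a median CPM under 1 over the genes with at least 1 CPM in at least 5 libraries. It left out 12 libraries, with 83 to 231731 counts on genes, and kept 78. Of the 12, 2 were matPlag1KO oocytes, 3 WT and 3 matPlag1KO 2c embryos, and 4 matPlag1KO 8c embryos. The kept libraries had at least 222357 counts in WT and 438233 in matPlag1KO oocytes, 116914 and 92475 at 2c, and 264386 and 214053 at 8c. With the median taken over all genes with any count on the edgeR default log2 scale, 0 libraries fell under the limit.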

Gene counts were then imported to R <sup>5</sup> and libraries with a median gene expression of log2 counts per million (cpm) under 0 were excluded from further analysis. Cell libraries, excluding the ERCC spike-in counts, were normalized with EdgeR <sup>6</sup> using the TMM normalization method. The ERCC counts were used for normalization between the various embryonic cell stages by scaling the library sizes. 

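The filter of 1 CPM in at least 5 kept libraries left 16511 genes for testing, and with all 90 libraries it left 16578. With edgeR's filterByExpr on the 6 groups, 8236 genes were left.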

EdgeR was also employed for the subsequent differential gene expression analysis, which was performed on genes that had 1 cpm in at least five or more samples and the rest of the genes were filtered out. After removal of low-expressed and unexpressed genes, the gene counts were renormalized. Principal component analysis was performed in R by using the genes that were significant in any of the comparisons between the genotypes. Heatmaps were plotted on TMM-normalized counts exported from EdgeR and gene expression was standardized across all samples (mean = 0 and SD = 1). Samples and genes were clustered using hierarchical clustering in R and plotted employing the ComplexHeatmap library <sup>7</sup>. The same gene set was used for the cell trajectory (pseudotime) analysis by the monocle package <sup>8</sup>. Gene ontology analysis was carried out in R with the topGO library. To identify enriched GO terms, the classic algorithm and Fisher statistic were used and analysis was carried out on up- and downregulated genes separately. Semantic similarity between the GO terms was calculated using the Wang algorithm in the GOSemSim bioconductor package <sup>9</sup>. The result is given as the best-match average (BMA) score that ranges from 0 to 1. Gene set enrichment analysis was conducted to test whether the mouse genes homologous to the human genes regulated between the 4c and 8c stage were also regulated in mouse development. To calculate the p values, the geneSetTest function from the *limma* package <sup>10</sup> was used. The moving average of the enrichment was calculated with the *tricubeMovingAverage* function and plotted with ggplot2. Homologene from NCBI was used to convert the human genes to the homologous mouse genes. The significance in overlap of the human genes with the mouse genes regulated in the KO at the 2c stage was calculated with the Fisher test in R. Genes were also converted to protein families using the bioconductor libraries for genome-wide annotation for human and mouse ([org.Hs.eg.db/org.Mm.eg.db](http://org.Hs.eg.db/org.Mm.eg.db)). For genes that had more than one protein family annotated to them, only one of the protein families was used in order not to inflate the number of overlapping or non-overlapping families between the different gene groups.

#### *Promoter analyses*

Human embryo promoter analysis was performed as previously described <sup>11</sup>. Briefly, the *de novo* motif was compared with known motifs by TomTom <sup>12</sup>. We applied MEME <sup>13</sup> for motif analysis within the upregulated promoters, and identified sequences similar to the PLAG1 motif (MA0163.1 in JASPAR) <sup>14,15</sup> using MAST <sup>16</sup>. The location of Alu elements within the promoters was based on the RepeatMasker track in the UCSC Genome Browser. Human

and mouse SINE repetitive elements DF0000002 (AluY), DF0000051 (AluSz), DF0000034 (AluJo), DF0000144 (FLAM\_C), DF0000016 (7SLRNA), DF0003101 (PB1) and DF0001733 (B1\_Mm) were retrieved from the Dfam database <sup>17</sup> and aligned and highlighted according to the percent identity by JalView2. Mouse embryo promoter analysis was carried out with Homer <sup>4</sup>. The hits of the repetitive elements and the motifs were imported into R. Repetitive elements that fell within the promoter regions (TSS -2,000 bp to +500bp) were kept and the distance to the nearest TSS calculated for the repeats and the *de novo* PLAG1 motifs and plotted using ggplot2. Enrichment was analyzed using Fisher's exact test.

**Video S1.** Time-lapse video of wildtype (WT) embryo development

A representative movie of WT mouse embryo development from zygote to morula. The video time line is indicated (0-89 h) as well as the time spent in 2-cell stage.

**Video S2.** Time-lapse video of *matPlag1KO* embryo development

A representative movie of *matPlag1KO* mouse embryo development from zygote to morula. The video time line is indicated (0-89 h) as well as the time spent in 2-cell stage.

**File S1.** *de novo* PLAG1 motifs and repetitive elements in human zygotic genome activation (ZGA) genes

Sheet MEME Position of source sequences for the *de novo* PLAG1 motif in human ZGA transcript far 5' ends (TFEs) within –2,000 bp upstream to 500 bp downstream from the transcription start site (TSS). The sheet gives the MEME <sup>13</sup> analysis results for human ZGA TFEs that were used to derive the *de novo* motif that is similar to the PLAG1 binding motif MA0163.1 <sup>14</sup> in JASPAR <sup>15</sup>. Source sequence position, source strand, p-value, TFE region, promoter region, TFE and promoter strand, associated gene and TFE position within the gene are shown, as well as the mouse homologs and their developmental function as annotated in the database of transcriptome in mouse early embryos (DBTMEE). The concept TFE, an identifier of transcription start site, was used in our earlier human ZGA study <sup>11</sup>.

Sheet MAST Position of sequences similar to the *de novo* PLAG1 motif in the human ZGA TFEs within –2,000 bp upstream to 500 bp downstream from their transcription start site (TSS). The sheet gives the MAST <sup>16</sup> analysis results for the 93 TFEs that contain sites similar to the *de novo* PLAG1 motif. The position of the motif, motif strand, p-value, TFE region, promoter region, TFE and promoter strand, associated gene, and TFE position within the gene are shown.

Sheet AluJSY Position of Alu elements in the human ZGA TFEs within –2,000 bp upstream to 500 bp downstream from their transcription start site (TSS). AluS/J/Y elements were extracted from the RepeatMasker track of the UCSC Genome Browser, and the columns about TFE were joined. The type of element, its position ("left" and "right" within the promoter 0-2,500), TFE region, promoter region, TFE and promoter strand, associated gene, and TFE position within the gene are shown.

**File S2.** Gene ontology (GO) clusters associated with delayed-activation and delayed-degradation genes

Genes affected by maternal *Plag1* deficiency in 2-cell mouse embryos were assigned to GO categories using topGO library in R <sup>5</sup> using the classic algorithm and Fisher statistics. Top 150 GOs by p-value were then clustered based on their semantic similarity. Clusters 1-8 (delayed up) and 1-6 (delayed down) are shown.

**File S3.** Gene ontology (GO) clusters associated with up- and downregulated genes during zygotic genome activation (ZGA) in wildtype (WT) mice

Genes up- and downregulated during major ZGA in wild type mouse embryos (2-cell to 8-cell transition) were assigned to GO categories using topGO library in R <sup>5</sup> using the classic

algorithm and Fisher statistics. Top 150 GOs by p-value were then clustered based on their semantic similarity. Clusters 1-9 are shown.

**File S4.** PLAG1 *de novo* motifs in mouse zygotic genome activation (ZGA) genes

All annotated mouse promoters were scanned for the presence of the *de novo* PLAG1 motif from –2,000 bp upstream to 500 bp downstream of transcriptional start sites (TSSs) using Homer <sup>4</sup>. Delayed-activation genes that have *de novo* PLAG1 motifs in their promoters are shown (symbol, entrez, refSeq) together with the motif sequence, strand and genomic coordinates of the motif as well as the location of the transcription start site (TSS) and the distance relative to the direction of the gene. The last column indicates if the gene is also present among the human ZGA genes <sup>11</sup>.

**Figure S1.** Comparison of human and mouse PLAG1 sequences

|       |     | +-----1-+                                                     |    |    |    |           |    |    |  |  |  |  |  |     |
|-------|-----|---------------------------------------------------------------|----|----|----|-----------|----|----|--|--|--|--|--|-----|
|       |     | 1                                                             | 2  | 3  | 4  | 5         | 6  |    |  |  |  |  |  |     |
| Human | 1   | 123456789012345678901234567890123456789012345678901234567890  |    |    |    |           |    |    |  |  |  |  |  |     |
|       |     | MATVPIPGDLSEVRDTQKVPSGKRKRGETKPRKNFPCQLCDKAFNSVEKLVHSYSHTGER  |    |    |    |           |    |    |  |  |  |  |  | 60  |
| Mouse | 1   | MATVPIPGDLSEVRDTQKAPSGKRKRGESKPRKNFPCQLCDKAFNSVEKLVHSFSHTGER  |    |    |    |           |    |    |  |  |  |  |  | 60  |
|       |     | +-----2-+                                                     |    |    |    | +-----3-+ |    |    |  |  |  |  |  |     |
|       |     | 6                                                             | 7  | 8  | 9  | 10        | 11 | 12 |  |  |  |  |  |     |
| Human | 61  | 123456789012345678901234567890123456789012345678901234567890  |    |    |    |           |    |    |  |  |  |  |  |     |
|       |     | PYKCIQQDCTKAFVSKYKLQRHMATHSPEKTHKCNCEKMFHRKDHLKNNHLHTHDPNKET  |    |    |    |           |    |    |  |  |  |  |  | 120 |
| Mouse | 61  | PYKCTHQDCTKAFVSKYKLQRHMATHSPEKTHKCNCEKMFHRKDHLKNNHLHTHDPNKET  |    |    |    |           |    |    |  |  |  |  |  | 120 |
|       |     | +-----4-+                                                     |    |    |    | +-----5-+ |    |    |  |  |  |  |  |     |
|       |     | 12                                                            | 13 | 14 | 15 | 16        | 17 | 18 |  |  |  |  |  |     |
| Human | 121 | 123456789012345678901234567890123456789012345678901234567890  |    |    |    |           |    |    |  |  |  |  |  |     |
|       |     | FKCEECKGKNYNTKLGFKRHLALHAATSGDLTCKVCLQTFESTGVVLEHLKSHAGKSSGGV |    |    |    |           |    |    |  |  |  |  |  | 180 |
| Mouse | 121 | FKCEECKGK+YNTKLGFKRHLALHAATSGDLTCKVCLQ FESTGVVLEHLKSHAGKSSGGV |    |    |    |           |    |    |  |  |  |  |  | 180 |
|       |     | +-----6-+                                                     |    |    |    | +-----7-+ |    |    |  |  |  |  |  |     |
|       |     | 18                                                            | 19 | 20 | 21 | 22        | 23 | 24 |  |  |  |  |  |     |
| Human | 181 | 123456789012345678901234567890123456789012345678901234567890  |    |    |    |           |    |    |  |  |  |  |  |     |
|       |     | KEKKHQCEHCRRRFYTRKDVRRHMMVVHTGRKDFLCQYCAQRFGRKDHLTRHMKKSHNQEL |    |    |    |           |    |    |  |  |  |  |  | 240 |
| Mouse | 181 | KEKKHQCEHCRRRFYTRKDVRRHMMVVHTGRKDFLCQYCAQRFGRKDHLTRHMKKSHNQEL |    |    |    |           |    |    |  |  |  |  |  | 240 |
| Human | 241 | 123456789012345678901234567890123456789012345678901234567890  |    |    |    |           |    |    |  |  |  |  |  |     |
|       |     | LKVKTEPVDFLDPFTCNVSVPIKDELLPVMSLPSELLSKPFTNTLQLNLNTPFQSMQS    |    |    |    |           |    |    |  |  |  |  |  | 300 |
| Mouse | 241 | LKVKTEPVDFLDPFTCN+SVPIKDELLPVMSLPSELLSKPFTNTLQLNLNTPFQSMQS    |    |    |    |           |    |    |  |  |  |  |  | 300 |
| Human | 301 | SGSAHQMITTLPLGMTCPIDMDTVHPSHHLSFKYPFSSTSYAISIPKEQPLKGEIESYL   |    |    |    |           |    |    |  |  |  |  |  | 360 |
| Mouse | 301 | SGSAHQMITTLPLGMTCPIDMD VHPSHHL+FK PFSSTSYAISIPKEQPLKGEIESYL   |    |    |    |           |    |    |  |  |  |  |  | 360 |
| Human | 361 | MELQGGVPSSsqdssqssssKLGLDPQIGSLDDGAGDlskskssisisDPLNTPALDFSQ  |    |    |    |           |    |    |  |  |  |  |  | 420 |
| Mouse | 361 | MELQGG P SS +SSSKLGL+PQ GS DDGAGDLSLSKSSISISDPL+TPALDFSQ      |    |    |    |           |    |    |  |  |  |  |  | 419 |
| Human | 421 | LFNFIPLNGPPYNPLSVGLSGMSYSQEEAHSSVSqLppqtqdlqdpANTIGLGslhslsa  |    |    |    |           |    |    |  |  |  |  |  | 480 |
| Mouse | 420 | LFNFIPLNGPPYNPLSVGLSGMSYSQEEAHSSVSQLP QTQDLQDPANT+GL SLHLSLSA |    |    |    |           |    |    |  |  |  |  |  | 479 |
| Human | 481 | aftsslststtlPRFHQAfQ 500                                      |    |    |    |           |    |    |  |  |  |  |  |     |
| Mouse | 480 | AFTSSLS+STTLPRFHQAfQ 499                                      |    |    |    |           |    |    |  |  |  |  |  |     |

Comparison of amino acid sequences between human PLAG1 (RefSeq NP\_002646.2) and mouse PLAG1 (NP\_064353.2) by NCBI blastp<sup>18</sup> indicating 94% similarity. The seven C2H2 zinc-finger domains are labeled (+---+) based on UniProt protein knowledge base<sup>19</sup> (entry Q6DJT9). Domains 6 and 7 bind to the “core” of the PLAG1 consensus sequence while domain 3 binds to the “cluster” [Figure 1c (v) and <sup>20</sup>]. The amino acid sequences of these three domains are identical between mice and humans except for position 191 (red) within domain 6. However, human PLAGL1 has a glutamic acid residue (E) at the corresponding position of the PLAG1 D191E, and binding preference to G-rich “core” was highly conserved in both of PLAG1 and PLAGL1<sup>21</sup>. Moreover, similarity of the C2H2 domains of mouse PLAG1 to human PLAG1 is higher than human PLAGL1. Therefore, although mouse PLAG1 has one inconsistent residue within the C2H2 domain for binding, preference of the binding site sequences would be identical between human and mouse PLAG1.

**Figure S2.** *Plag1* deficiency does not have significant effects on ovaries and uterus.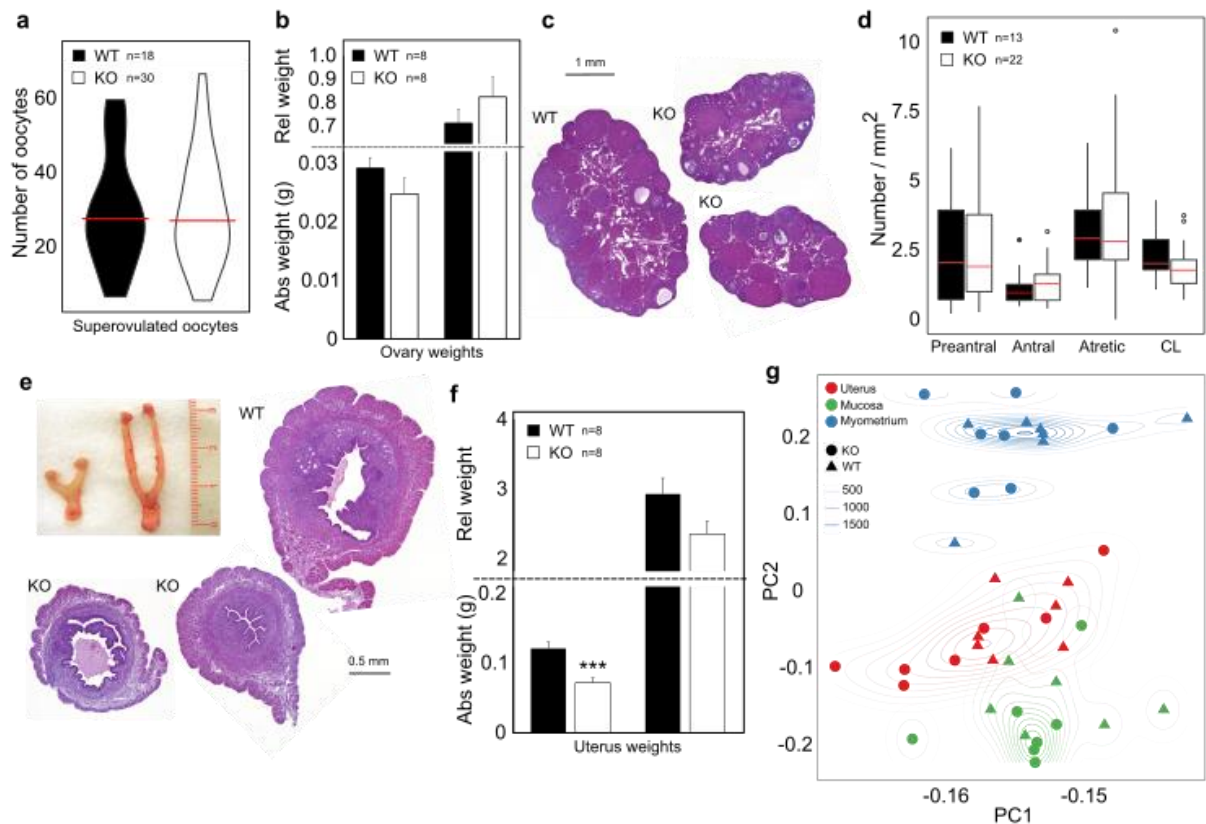

**(a)** Number of oocytes collected after superovulation presented as violin plots. The median is marked as a red line. **(b)** Absolute and relative (body weight-adjusted) weights of ovaries, shown as means + SEM. **(c)** Representative images of hematoxylin-eosin-stained ovarian cross sections from wildtype (WT) and *Plag1* knockout (KO) mice. The scale bar is 1 mm. **(d)** Numbers of preantral, antral and atretic follicles as well as corpora lutea (CL) per mm<sup>2</sup> of ovary. Data are presented as median (red line), interquartile ranges (box), and non-outlier ranges (whisker). Outliers are depicted as dots. **(e)** Representative photos and hematoxylin-eosin-stained histological images of WT and *Plag1* KO uteri. The scale bar is 500  $\mu$ m. **(f)** Absolute and relative (body weight-adjusted) uterine weights presented as means + SEM. **(g)** Principal component (PC) analysis of global gene expression in WT and KO uterus samples (N = 7) divided into "uterus" (a piece of uterine horn), "mucosa" (cells scraped from the endometrial surface of the uterine horn), and "myometrium" (tissue left after mucosa has been removed).

Statistical analysis by *t*-test (a, b, f) or two-way ANOVA (d); \*\*\**p* < 0.001.

**Figure S3.** Size of the mRNA and spike-in reference RNA libraries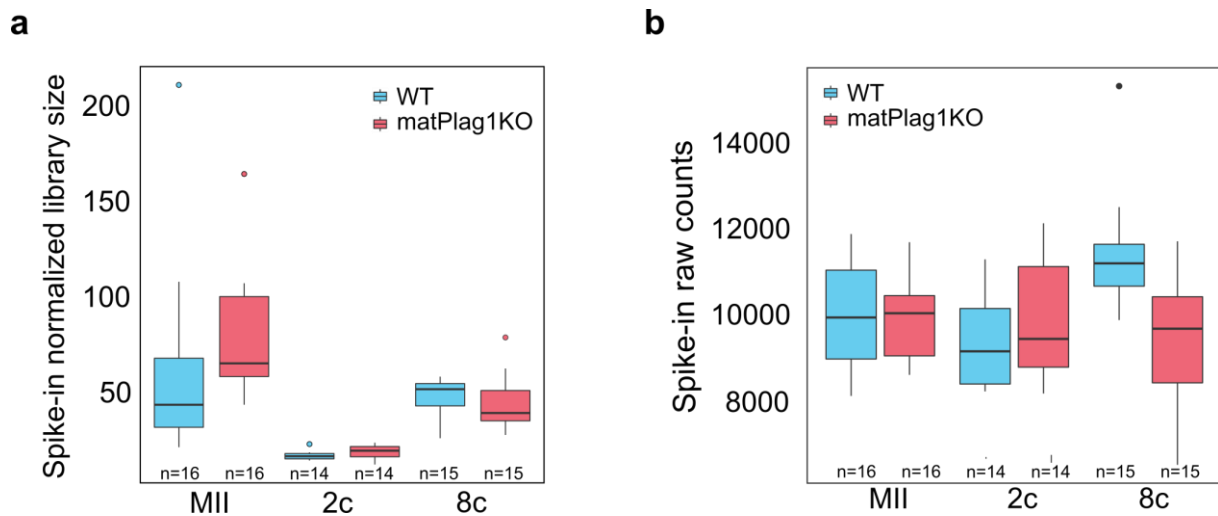

The size of the **(a)** spike-in normalized mRNA libraries and **(b)** spike-in reference RNA libraries recovered through RNA-sequencing. The size did not significantly vary between genotypes. MII, MII oocyte; 2c, 2-cell stage embryo; 8c, 8-cell stage embryo.

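The mean spike-in count was 10105.9 ± 1299.7 (SD, n = 16) in WT and 9904.6 ± 1010.8 (SD, n = 16) in matPlag1KO oocytes (two-sided permutation test, p = 0.624), and 8157 ± 3443 (SD, n = 14) and 9002 ± 2112 (SD, n = 14) at 2c (permutation test, p = 0.451). At 8c it was 11534 ± 1311 (SD, n = 15) in WT and 7006 ± 4599.8 (SD, n = 15) in matPlag1KO (permutation test, p = 0.00013). The difference at 8c was also found in the kept libraries, with 9549.6 ± 1713 (SD, n = 11) in matPlag1KO (permutation test, p = 0.00127), in plate A (exact permutation test, p = 0.0211) and in plate B (exact permutation test, p = 0.000466). The log2 ratio of gene counts to spike-in counts did not differ between genotypes over all libraries, with p = 0.88 in oocytes, 0.975 at 2c and 0.741 at 8c (permutation tests). In the kept oocytes it was higher by 0.59 in matPlag1KO (permutation test, p = 0.0432). A matPlag1KO 8c library with 0 spike-in counts has no ratio.

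**Figure D5:**
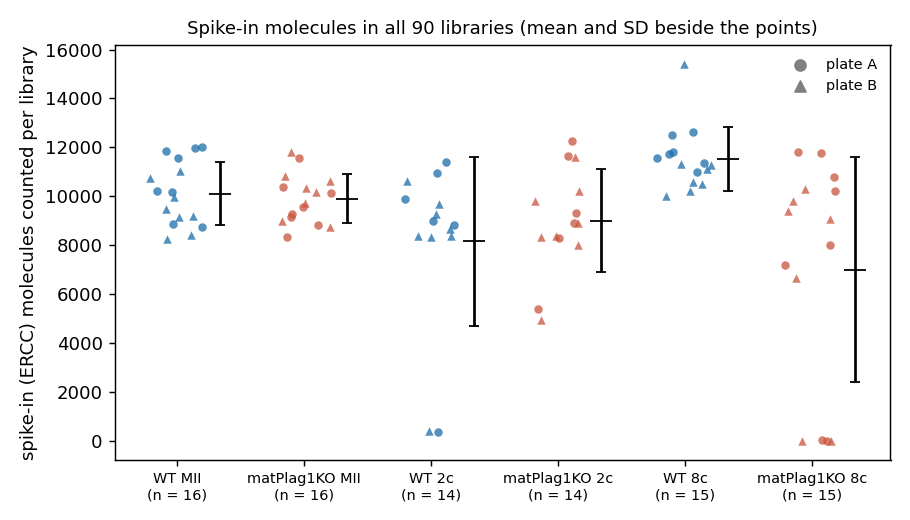
Spike-in counts of all 90 libraries (points) by stage and genotype, with the mean and SD of each group. At 8c the means are 11534 in WT and 7006 in matPlag1KO.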

**Figure S4.** Expression of *PLAG1* in human embryos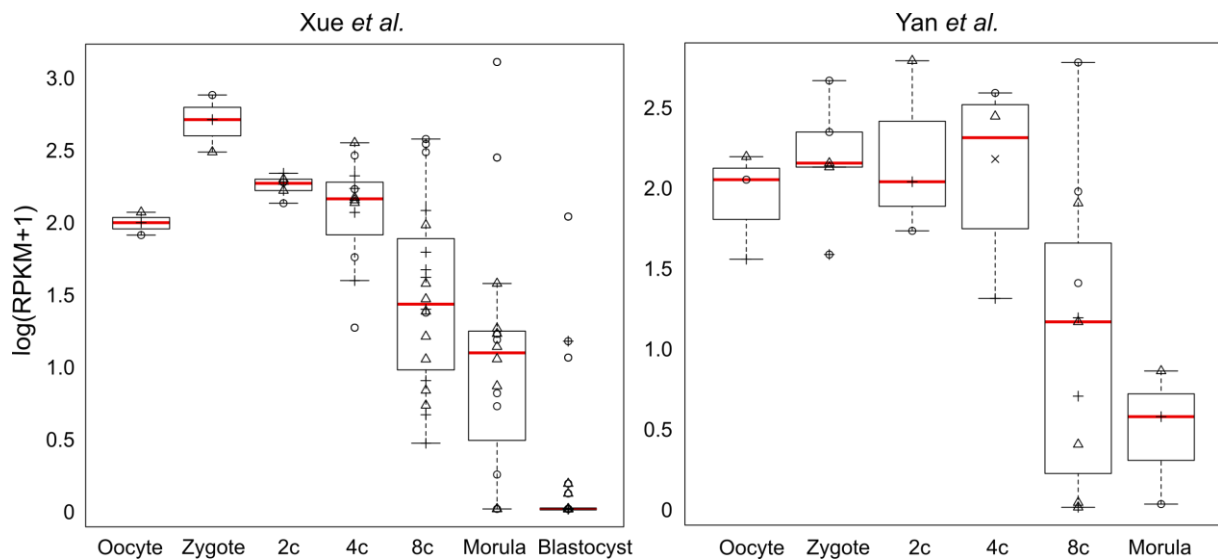

*PLAG1* expression in human pre-implantation embryos in two independent single-cell RNA-sequencing datasets. The normalized expression matrices were downloaded from GEO with the accession numbers GSE44183<sup>22</sup> and GSE36552<sup>23</sup>. Expression is shown as log-transformed RPKM values by developmental stage. A constant (1) was added to the RPKM values prior to log-transformation to avoid negative values. The data are presented as box plots where median is shown as a red line, edges of the box are the upper and lower quartiles, and the whiskers show the highest and lowest values while excluding outliers. Cells from the same embryo in each developmental stage are depicted with the same shape. 2c, 2-cell; 4c, 4-cell; 8c, 8-cell; RPKM, reads per kilobase million.

**Figure S5.** Expression of *Plag1* transcripts in mouse ovary as shown by X-gal staining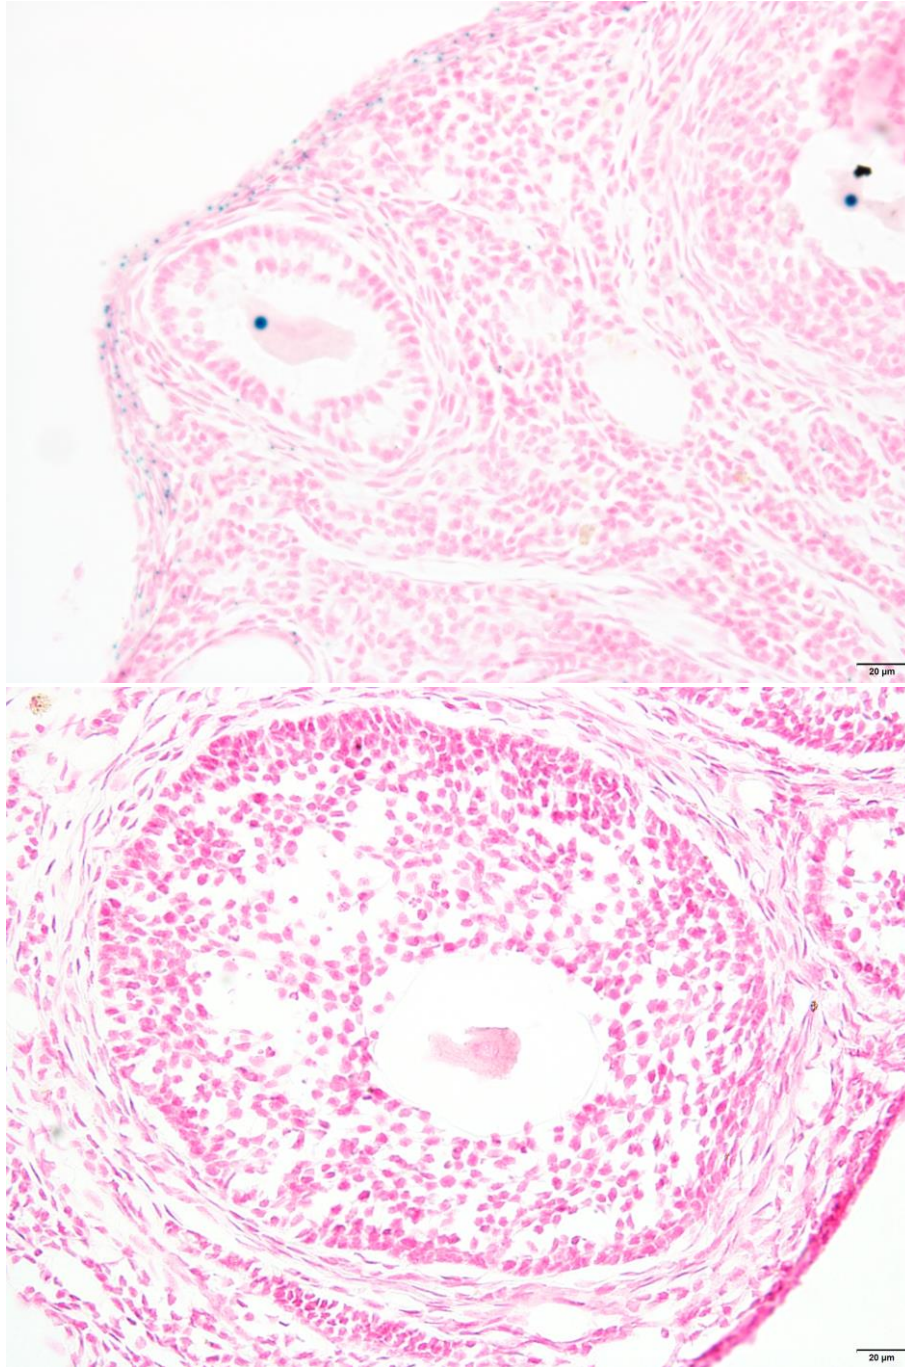

The mutant allele in the *Plag1*KO animals consists of the *lacZ* gene that replaces the entire open reading frame of *Plag1*, enabling visualization of *Plag1* promoter activity using X-gal staining. The top picture displays *lacZ*-positive cells (blue) in a representative ovary section of a *Plag1*KO mouse, aged between 4-5 months, as determined by X-gal staining. Expression of *lacZ* was found mostly in the nuclei of growing oocytes and in the tunica albuginea. The bottom picture shows a negative control for X-gal staining (WT mouse), showing no blue signal. The scale bars are 20 µm.

**Figure S6.** Gene set comparison of mouse and human zygotic genome activation (ZGA) genes

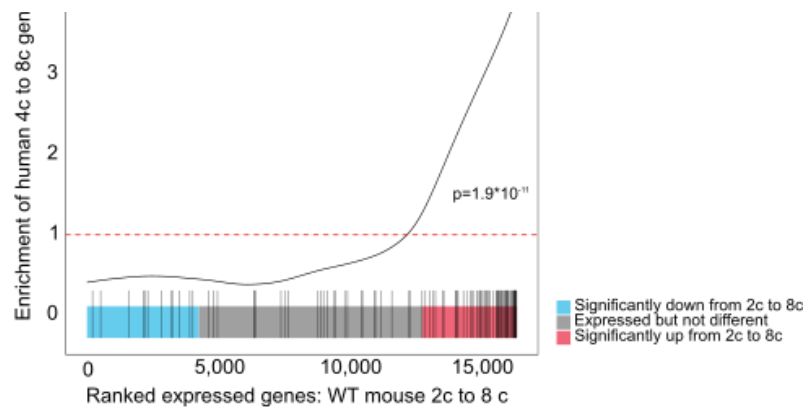

Gene set enrichment analysis comparing gene expression changes during mouse and human ZGA. Mouse ZGA genes are displayed on the x-axis ranked by the level of expression change, and human ZGA genes that have a mouse orthologue are depicted with black vertical lines. Enrichment of the human genes among the mouse genes is depicted with the black line. No enrichment level ( $=1$ ) is shown as red dotted line. Significance of the enrichment was tested with the GeneSet test function.

**Figure S7** Frequency of *de novo* PLAG1 motifs and B1 elements in delayed-activation and delayed-degradation

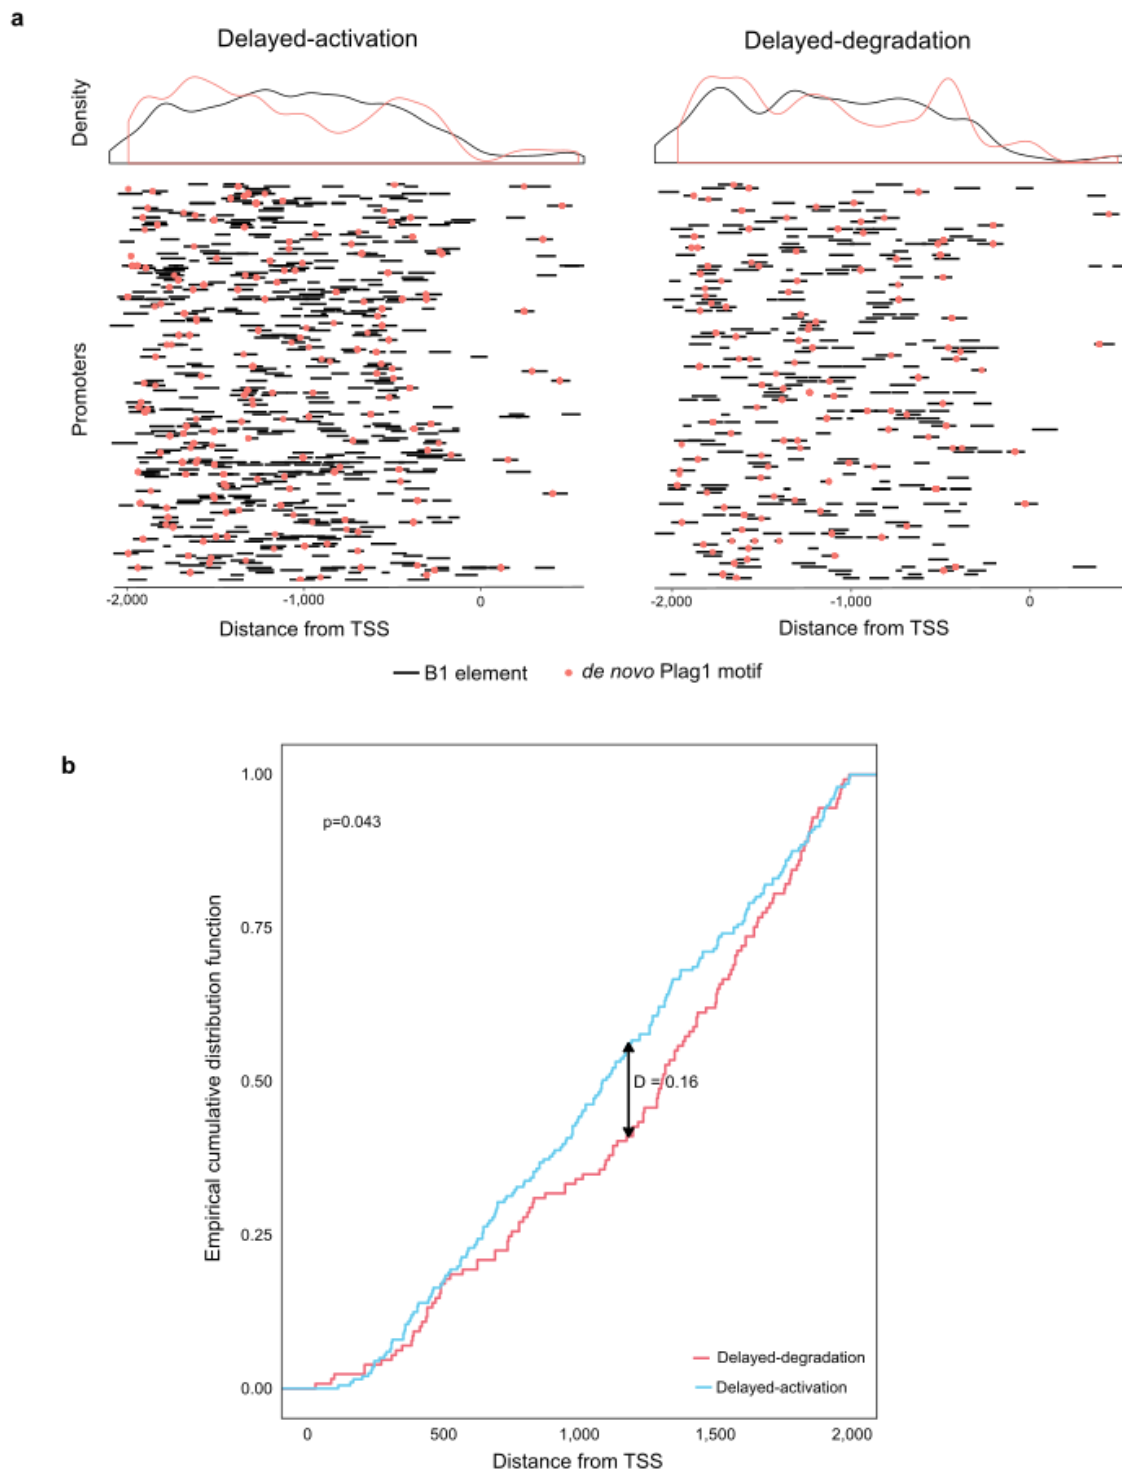

**(a)** Location of B1 repetitive elements (black lines) and *de novo* PLAG1 motifs (red dots) along the promoters of delayed-activation and delayed-degradation genes from -2,000 bp to +500 bp around the transcription start site (TSS). Enrichment of the sites as shown as color-coded lines above the graphs.

**(b)** Empirical cumulative distribution function showing the distribution of *de novo* PLAG1 motifs along the promoters of delayed-activation and delayed-degradation genes.

## References

- 1 Juma, A. R. *et al.* PLAG1 deficiency impairs spermatogenesis and sperm motility in mice. *Sci Rep* **7**, 5317, doi:10.1038/s41598-017-05676-4 (2017).
- 2 Krjutskov, K. *et al.* Single-cell transcriptome analysis of endometrial tissue. *Hum Reprod* **31**, 844-853, doi:10.1093/humrep/dew008 (2016).
- 3 Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**, R36, doi:10.1186/gb-2013-14-4-r36 (2013).
- 4 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589, doi:10.1016/j.molcel.2010.05.004 (2010).
- 5 R: A language and environment for statistical computing (R Foundation for Statistical Computing, Vienna, Austria, 2010).
- 6 Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140, doi:10.1093/bioinformatics/btp616 (2010).
- 7 Gu, Z., Eils, R. & Schlesner, M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* **32**, 2847-2849, doi:10.1093/bioinformatics/btw313 (2016).
- 8 Trapnell, C. *et al.* The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat Biotechnol* **32**, 381-386, doi:10.1038/nbt.2859 (2014).
- 9 Yu, G. *et al.* GOSemSim: an R package for measuring semantic similarity among GO terms and gene products. *Bioinformatics* **26**, 976-978, doi:10.1093/bioinformatics/btq064 (2010).
- 10 Ritchie, M. E. *et al.* limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* **43**, e47, doi:10.1093/nar/gkv007 (2015).
- 11 Tohonen, V. *et al.* Novel PRD-like homeodomain transcription factors and retrotransposon elements in early human development. *Nat Commun* **6**, 8207, doi:10.1038/ncomms9207 (2015).
- 12 Gupta, S., Stamatoyannopoulos, J. A., Bailey, T. L. & Noble, W. S. Quantifying similarity between motifs. *Genome Biol* **8**, R24, doi:10.1186/gb-2007-8-2-r24 (2007).
- 13 Bailey, T. L. & Elkan, C. Fitting a mixture model by expectation maximization to discover motifs in biopolymers. *Proc Int Conf Intell Syst Mol Biol* **2**, 28-36 (1994).
- 14 Meng, X., Brodsky, M. H. & Wolfe, S. A. A bacterial one-hybrid system for determining the DNA-binding specificity of transcription factors. *Nat Biotechnol* **23**, 988-994, doi:10.1038/nbt1120 (2005).
- 15 Sandelin, A., Alkema, W., Engstrom, P., Wasserman, W. W. & Lenhard, B. JASPAR: an open-access database for eukaryotic transcription factor binding profiles. *Nucleic Acids Res* **32**, D91-94, doi:10.1093/nar/gkh012 (2004).
- 16 Bailey, T. L. & Gribskov, M. Combining evidence using p-values: application to sequence homology searches. *Bioinformatics* **14**, 48-54 (1998).
- 17 Hubley, R. *et al.* The Dfam database of repetitive DNA families. *Nucleic Acids Res* **44**, D81-89, doi:10.1093/nar/gkv1272 (2016).
- 18 Altschul, S. F., Gish, W., Miller, W., Myers, E. W. & Lipman, D. J. Basic local alignment search tool. *J Mol Biol* **215**, 403-410, doi:10.1016/S0022-2836(05)80360-2 (1990).
- 19 Pundir, S., Martin, M. J. & O'Donovan, C. UniProt Protein Knowledgebase. *Methods Mol Biol* **1558**, 41-55, doi:10.1007/978-1-4939-6783-4\_2 (2017).
- 20 Voz, M. L., Agten, N. S., Van de Ven, W. J. & Kas, K. PLAG1, the main translocation target in pleomorphic adenoma of the salivary glands, is a positive regulator of IGF-II. *Cancer Res* **60**, 106-113 (2000).
- 21 Hensen, K., Van Valckenborgh, I. C., Kas, K., Van de Ven, W. J. & Voz, M. L. The tumorigenic diversity of the three PLAG family members is associated with different DNA binding capacities. *Cancer Res* **62**, 1510-1517 (2002).

- 22     Xue, Z. *et al.* Genetic programs in human and mouse early embryos revealed by single-cell RNA sequencing. *Nature* **500**, 593-597, doi:10.1038/nature12364 (2013).
- 23     Yan, L. *et al.* Single-cell RNA-Seq profiling of human preimplantation embryos and embryonic stem cells. *Nat Struct Mol Biol* **20**, 1131-1139, doi:10.1038/nsmb.2660 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

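Single MII oocytes, 2c embryos and 8c embryos of WT and matPlag1KO mice were sequenced by the authors from the 5′ ends of transcripts, with molecular identifiers and ERCC spike-in RNA, in 2 pools (plates A and B). The authors aligned the reads to mm9 and deposited a table of raw counts for genes and 92 spike-in RNAs in 90 libraries, without normalization. The columns were matched to stage, genotype, plate and well from the sample labels, and no column was left unmatched. No pair of libraries of a group was a copy of another: the lowest chi-square per degree of freedom between kept libraries was 3.54. Donor females are not named in the labels, so embryos of the same female could not be grouped.

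The following choices were made before the data were examined, except where the text says otherwise. Libraries with a median CPM under 1 over the genes with at least 1 CPM in at least 5 libraries were left out (12 of 90), and genes with at least 1 CPM in at least 5 of the 78 kept libraries were tested. All 6 groups were fitted together in edgeR with a mean per group, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 from the quasi-likelihood test. Comparisons of the genotypes used TMM factors on gene counts. Comparisons of stages used the spike-in total of each library as its size, as the paper scales between stages. The matPlag1KO 8c library with 0 spike-in counts was dropped from every value scaled to spike-in RNA. The paper's text names edgeR but no test or threshold for its DEGs beyond a general level of significance. The median total of gene counts over the kept libraries was 395023 in WT and 649899 in matPlag1KO oocytes, 148473 and 163626 at 2c, and 564009 and 393914 at 8c. At these depths Plag1 could be followed only by a few counts per library, and counting intervals (95%) and the floor of 3 counts for a group at 0 cover counting error alone.

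Single values per library were compared by permutation tests with 100000 resamples, or by exact permutation tests with fewer than 10 libraries in a group, all two-sided. CPM were computed on TMM library sizes, with 1 added before the logarithm where log2 values are averaged. The stage index took 500 rising and 500 falling genes with at least 10 CPM in a WT stage. The 2c libraries were clustered on the 1000 most variable genes. Gene sets were tested with limma's camera (preset correlation 0.01), the estimated correlation and fry, and the homologs of human genes with limma's geneSetTest and two-sided Fisher's exact tests. The 31-bp consensus of the paper's mouse sites was searched on mm9 from 2000 bp before to 500 bp after the annotated start sites, with at most 5 mismatches on either strand, and compared between gene sets by Fisher's exact test. The named genes are Plag1, the other genes the paper names for mouse embryos (Plagl1, Plagl2, Lin28a, Nlrp5), and at 2c the 5 genes with the highest and the 5 with the lowest log2 fold change among the 539 with an adjusted p under 0.05, a mean of at least 20 CPM in a 2c group, and the same direction in both plates. Of those not described at a claim, Lin28a had a log2 fold change of 1.17 (adjusted p = 0.075) and Nlrp5 of 0.29 (adjusted p = 0.849) at 2c in edgeR.

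Wells were checked for pairing between the plates. Deviations from the group means were correlated across 8418 genes, and in oocytes each of the 14 pairs in the same well, which hold opposite genotypes, had a correlation above 0.1 (lowest 0.148), so the well was used as a replicate block there. At 2c the lowest of 8 pairs was 0.0248, and at 8c the 12 pairs held the same genotype, so neither stage was blocked in this way.

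The steps were tested on simulated data of the same sizes with 200 changed genes. At the oocyte stage 188 were recovered and 71 unchanged genes were called. At 2c the numbers were 161 and 14, and at 8c 181 and 26. With no gene changed, 0 genes were called at 8c. With a simulated well effect and the well as a replicate block, 185 were recovered and 15 unchanged genes called. A simulated fall of all but 200 genes to a lower level between stages gave a median log2 fold change of -1.81 with spike-in scaling, and 6 of the 200 unchanged genes were called.

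Alternatives covered the exclusion of libraries, the gene filter, the test (edgeR's likelihood ratio test, DESeq2), the scaling, the plate as a term, each plate alone, the threshold, the groups in the fit, and for sets and motifs the test, list, matching rule and background. Those with limma-voom, with the well as a block, with index genes chosen from matPlag1KO, with other matching rules for motif frequency and the overlap of genes with the motif, and with backgrounds matched on CPM in matPlag1KO 2c embryos, WT oocytes and WT 8c embryos were added after the data were seen. Each comparison fitted across genes was repeated on 50 splits of the same libraries, the real one included. The human embryo counts, the time-lapse and litter data, the gene ontology terms, repeat elements and the database matrix were not analysed here. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.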

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

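The tests of the spread shared by a well, of leftover oocyte transcripts, of genes going the other way at 2c, of names exchanged at MII or 8c and of a few libraries behind Plag1 were chosen after the result was seen, as were the fits with limma-voom and with the well as a block, the splits that keep the libraries of a well together and the correlation over genes near Plag1.

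The difference between the genotypes was not the same at each stage. In edgeR's test of the interaction, 546 genes differed in it between 2c and MII, 298 of them among the 812 DEGs at 2c, and 380 genes between 2c and 8c, 206 of them among those DEGs. When the 2c libraries were split at random into groups of the same sizes, 1 of 50 splits, the real one, called as many genes (highest of the others 11), and at 8c likewise 1 of 50 (highest of the others 49). With libraries of one genotype in the same well kept together, it was 1 of 50 at 2c (highest of the others 166) and 1 of 50 at 8c (highest of the others 198). A chance assignment of libraries or wells can therefore be excluded for both. Chance differences between donors cannot, since each group at these stages came from 2 females that the labels do not name. The splits also do not part genotype from position at 8c, where the genotypes fill different columns of the plates. The 8c number depends on the model, with 367 genes by limma-voom and 99 with the well as a random block. In oocytes 11 of 50 splits called at least 129 genes and one called 515, so chance cannot be excluded for the number at MII.

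The tables argue against library depth as the cause of the larger number at 2c. With every kept library thinned to 92257 counts, 40 genes were called in oocytes, 120 at 2c and 14 at 8c. At 2c 98 of these were higher and 22 lower in matPlag1KO, against 379 and 433 in the reported fit. The balance of directions at 2c was therefore not kept at this depth. The spread shared by a well is a candidate explanation for the lower number in oocytes. With the well as a replicate block and plate as a term, limma-voom called 778 genes at MII, and 1 of 50 splits that exchange the libraries within wells, the real one, called as many (highest of the others 341). By edgeR the same block gave 789 genes, 65 of them among the 129 called without it. Without the block, limma-voom called 46 genes in oocytes and 655 at 2c, and with the well as a random block 626, 447 and 99 at MII, 2c and 8c. Whether 2c has more DEGs than MII therefore depends on this choice.

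At 2c the WT embryos fill row C and those labelled matPlag1KO most of row D of the plates, and wells D4 and D5 hold both. On genes called without these wells, with 0 for matPlag1KO and 1 for WT, the WT libraries in D4 and D5 had a mean position of 0.712 and the matPlag1KO libraries 0.433. With 2 libraries each, a position effect and genotype cannot be told apart.

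A shift along the course from MII to 8c may hold part of the difference at 2c. With each library's stage index as a covariate, 12 of the 812 genes (1.48%) stayed called in the same direction, and the median ratio of the log2 fold changes with and without the index was 0.684, so the median gene kept most of its difference. The index itself differs between the genotypes at 2c, so the covariate lowers the power to call genes and also removes other effects of the genotype, and the explanations cannot be told apart. Among the 379 genes called higher in matPlag1KO at 2c, 131 (34.6%) had a higher spike-in scaled mean at 2c than in matPlag1KO oocytes. Of the 379, 85 were called as rising. The oocyte transcripts that were counted are not enough for such a rise. However, the genes were chosen for high values in these 2c libraries, which favours it. The libraries were primed with oligo(dT), so oocyte transcripts that the primer missed were not counted. Left-over oocyte transcripts therefore stay open as an explanation.

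Plag1 had the opposite difference at 2c from that in oocytes. The difference between its log2 fold changes was 11.24 (standard error 1.10, adjusted p = 6.00e-13) for 2c against MII and 5.66 (standard error 1.38, adjusted p = 0.0151) for 2c against 8c, fitted values that depend on the prior count where a group has a few counts. A few libraries are not the cause: without the 2 highest, the difference at 2c stayed (exact two-sided permutation test, p = 0.000464). The biological explanation given by the paper, expression from the paternal allele, was not tested, since the counts carry no allele information.

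Other genes called in oocytes also went the other way at 2c. Apart from Plag1, 79 of the 123 with a fitted change at 2c had the opposite sign, and 2 of 50 splits of the 2c libraries, the real one included, gave as many. So few splits make a chance assignment of libraries unlikely for these genes but do not exclude it, since the test was chosen after the result was seen. Some of the genes, such as Tmem254a, Cphx1 and Plac9a, also have the same fitted values and are not separate evidence. A chance assignment cannot be excluded either for those called with the well as a block. Of these, 406 of 784 by edgeR and 411 of 766 by limma-voom had the opposite sign at 2c, and 16 and 7 of 50 splits, the real one included, gave as many. Of those called again at 2c, 40 went the opposite and 20 the same way by edgeR, and 36 and 17 by limma-voom. Without the block, by edgeR 8 genes were called at both stages in opposite directions and 0 in the same direction. C920025E04Rik, with counts in WT oocytes and not in matPlag1KO oocytes, had counts at 2c only in embryos labelled matPlag1KO. A candidate explanation for this and for Plag1 is that the genotype names were exchanged at 2c. Genes near Plag1 are inherited with its allele and would show this, but among 67 tested genes within 20 Mb, apart from Plag1, 1 gene was called in oocytes, Atp6v0d2, with a log2 fold change of -3.20 in oocytes and 1.07 at 2c (adjusted p = 0.592). With the well as a block, 1 was called in oocytes by edgeR, with the same sign at 2c, and 3 by limma-voom, 2 of them with the opposite sign. Over the 67 genes the Spearman correlation of the log2 fold changes in oocytes and at 2c was 0.0814, and a value as low was common in random sets of as many genes (one-sided p = 0.867), while a value as high was not rare either (one-sided p = 0.133). With the well as a block in oocytes, the correlation was 0.0704 by edgeR and -0.159 by limma-voom. Values as low were not rare in random sets for either (one-sided p = 0.820 and 0.201). At 2c 4 of the 67 were called, Gm2560 (log2 fold change 4.90) and Cdh17 (4.26) higher and 4930528A17Rik (-1.67) and Pnisr (-1.21) lower in embryos labelled matPlag1KO, and none of these was called in oocytes, with or without the block. An exchange at MII or at 8c instead was not decided either, as 48 of 116 genes called in oocytes had the opposite sign at 8c. With so few genes near Plag1 called in oocytes, an exchange of names and a real difference cannot be told apart. Variants of the donors in the outbred colony, with 2 to 4 females per group that the labels do not name, and an effect of the genotype itself stay open and were not tested.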

How the results depend on the processing

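Of 280 comparisons of a result with an alternative set in advance, 203 kept their direction and their side of the threshold or stayed within the spread, 62 moved, 6 became weaker, 2 became stronger and 7 reversed. The alternatives with limma-voom, with the well as a block, with index genes chosen from matPlag1KO, with other matching rules for motif frequency and for the overlap of genes with the motif, and with backgrounds matched on CPM in matPlag1KO 2c, WT oocytes and WT 8c were chosen after seeing the data, and of these 29 comparisons 12 moved, 2 became weaker and 1 reversed. Counts of DEGs are given as higher and lower in matPlag1KO, and those between stages as up and down. Except where the construction of an alternative is named, the cause was not tested.

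Most DEGs were found at 2c under the reported setting and under 13 of the 14 alternatives fixed in advance that gave counts at each stage, and plate A alone was the exception. Of all 17 settings with the added ones, 15 had most at 2c, and the random well block was the other exception. Of the 84 planned counts between genotypes, 48 were within 1.5 times the reported count, and of the 104 between stages 81.

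Keeping all 90 libraries gave 134 genes lower at 8c, 12 misplaced libraries in the clustering (p = 0.481), where the clusters only part 2 libraries with few counts from the rest and do not test the genotype, and the rule on the default log2 scale excluded 0 libraries and gave the same 134. With filterByExpr, which tests 8236 genes, the calls were 22 and 22 at MII, 1216 up and 5383 down from MII to 2c in WT, 3466 up and 1761 down from 2c to 8c in WT, 913 up from MII to 2c and 1998 down from 2c to 8c in matPlag1KO. The likelihood ratio test gave 49 genes lower at MII. DESeq2 gave 33 and 49 at MII, 733 higher at 2c, and 1329 up from MII to 2c in matPlag1KO. Fitting only the groups compared gave 19 and 26 at MII, 594 higher at 2c and 147 lower at 8c.

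With spike-in totals as library size, the genotype calls were 97 and 40 at MII, 191 and 94 at 2c, and 91 and 15 at 8c. Of the reported 2c calls, 190 higher and 94 lower remained. Median-ratio factors gave 721 and 273 at 2c and 57 lower at 8c. TMM scaling of the stage comparisons sets the median change near 0, so the direction of the majority follows from the scaling. It gave 4540 up and 3814 down from MII to 2c and 3475 up and 4767 down from 2c to 8c in WT, and 4799 up and 3192 down, then 5008 down, in matPlag1KO.

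Plate A alone, with fewer libraries, gave 80 genes higher at MII, 0 and 0 at 2c by edgeR (1339 at an unadjusted p under 0.05), and 4 and 2 at 8c. Between stages it gave 1140 up from MII to 2c in WT, 2771 up and 1255 down from 2c to 8c in WT, 1298 up from MII to 2c in matPlag1KO, and 2556 up and 1750 down from 2c to 8c. Plate B alone gave 367 higher at MII, 150 higher at 2c, and 38 and 8 at 8c, with 4543 down from MII to 2c in WT, 1432 up from MII to 2c and 1932 down from 2c to 8c in matPlag1KO. At an adjusted p under 0.01 the calls were 22 and 36 at MII, 73 and 125 at 2c, and 54 and 10 at 8c, and 0 of the 198 DEGs at 2c were called the same way at 8c. Limma-voom gave 11 and 35 at MII, and with the well as a random block 124 and 502 at MII, 171 and 276 at 2c, and 73 and 26 at 8c. With the well as a replicate block, edgeR gave 642 and 147 and limma-voom 486 and 292 at MII.

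The difference in mean Plag1 CPM at 2c in plate A was 23.7 and no longer past the threshold (exact permutation test, p = 0.0873, over alternatives 6e-05 to 0.0873), and that at 8c changed sign to 0.0745, with neither value past it. The stage index at 2c in plate A differed by -0.76 (exact permutation test, p = 0.246, over alternatives 0.00502 to 0.246). The mean spike-in count in oocytes was higher in matPlag1KO by 624 in plate B. The log2 ratio of gene to spike-in counts in oocytes was higher by 0.59 in the kept libraries and by 0.77 in plate B, both past the threshold, and in plate A it differed by -0.58. At 2c it differed by -0.017 in plate A, and at 8c by -0.15 in the kept libraries and -0.16 in plate A, none past the threshold.

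The odds ratio of the de novo motif in delayed-activation genes was 1.21 against genes that rise from 2c to 8c, and against genes of the same CPM 0.888 in WT 2c, 1.15 in matPlag1KO 2c and 0.877 in WT 8c embryos, none past the threshold. In delayed-degradation genes it was 0.778 with 1 start site per gene, and against genes of the same CPM 0.930 in WT 2c and 0.826 in WT 8c embryos, none past the threshold. It stayed past it against rising genes (0.586) and against genes of the same CPM in matPlag1KO 2c embryos (0.548) and WT oocytes (0.704). All alternatives of the sets of ribosomal protein and proteasome genes kept their direction and a p under 0.05 with camera's preset correlation, and those of the human homologs and their overlap likewise. With an estimated correlation or fry, the ribosomal protein and proteasome sets were not past it in plate A or with all libraries, and with an estimated correlation the mitochondrial set was not in plate B either (p = 0.0681). Low counts at 2c limit Plag1, Plagl2 and the named genes with a few counts in a group.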

Differences from the paper's values

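The paper's number of genes down from 2c to 8c in WT is about 4300 in Fig. 3c, read by eye, and 2681 were called here. Among the alternatives set before the data were examined, TMM scaling gave 4767, which does not differ by this criterion, whereas the values with all libraries or the default exclusion scale (2685), without a filter (2657), with filterByExpr (1761), the likelihood ratio test (2568), the plate as a term (2695), plate A (1255), plate B (2010), an adjusted p under 0.01 (1897), a minimum fold change (2660), only the groups compared (2855) and DESeq2 (2154) do.

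For genes lower in matPlag1KO oocytes the paper's number is about 40 in Fig. 3d, read by eye, and 78 were called here. Spike-in scaling (40), the likelihood ratio test (49), plate A (58), an adjusted p under 0.01 (36) and DESeq2 (49) come within 1.5 times of it. The values with all libraries or the default exclusion scale (104), no filter (90), filterByExpr (22), median-ratio factors (79), the plate as a term (68), plate B (96), a minimum fold change (78) and only the groups compared (26) do not. Limma-voom, chosen after seeing the values, gave 35.

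The paper's shares of promoters with a de novo motif are 31.5% of the delayed-activation genes, 21.5% of the genes not affected and 19.3% of the delayed-degradation genes, and 48.3%, 38.5% and 31.1% were found here. With at most 3 mismatches the shares were 39.3%, 29.9% and 24.4%, and with 1 start site per gene 37.2%, 25.7% and 21.2%, within 1.5 times of the paper's values. With at most 8 mismatches (60.7%, 50.1% and 43.3%) they were not. The other backgrounds set in advance change the genes not affected alone, to 43.5% for rising genes and 51.2% for genes of the same CPM in WT 2c embryos, and neither comes within 1.5 times.

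Fig. 3c shows more genes down than up from 2c to 8c in WT. Here 5269 rose and 2681 fell in WT on the spike-in scale. TMM scaling, which sets the median change near 0, gave 3475 and 4767.

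The legend of Fig. S3 states that size did not vary significantly between the genotypes. Here the log2 ratio of gene to spike-in counts did not differ at any stage over all libraries (lowest permutation p = 0.741). In oocytes it was higher in matPlag1KO by 0.59 in the kept libraries (permutation test, p = 0.0432) and by 0.77 in plate B (exact permutation test, p = 0.0317). In plate A it differed by -0.58 (exact permutation test, p = 0.687). The spike-in counts at 8c were 11534 in WT and 7006 in matPlag1KO (permutation test, p = 0.00013). The paper relates the DEGs at 2c to about 11% of the genes regulated from oocyte to 2c. The same ratio here was 7.52%, within 1.5 times of the paper's value, and 5.73% of the regulated genes were themselves DEGs at 2c. Over the alternatives this ratio ran from 0% in plate A to 12.3% with DESeq2, with 11.2% under filterByExpr and 2.64% with spike-in totals.

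The paper reports fewer database PLAG1 sites in delayed-activation promoters. The consensus site of Fig. 1c, which is not the database matrix, was found in 78.6% of them against 81.1%, a difference that was not past the threshold (Fisher's exact test, p = 0.232).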

Other observations

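The tests of a shared cause in the well and of expression level behind the motif were chosen after the result was seen, as were the index genes from matPlag1KO and the 3 further matched backgrounds.

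For each comparison of stages, 1 of 50 splits of the libraries, the real one, called as many genes. The highest of the other splits called 6213 genes for MII to 2c in WT, 1502 for 2c to 8c in WT, and 6201 and 2235 in matPlag1KO. A chance assignment of libraries can be excluded by the same count for the cytosolic ribosomal protein genes (1 of 50), the proteasome genes (1 of 50), the human homologs at 2c (2 of 50), their rise from 2c to 8c in WT (1 of 50) and their overlap with the genes called lower (1 of 50). For the DEGs of 2c that were called the same way at 8c the count (1 of 50) decides nothing: the result is that few were, and the other splits of the 8c libraries called a median of 11 genes in all. At 8c 4 of the delayed-activation and 5 of the delayed-degradation genes were called, 2 of each in the same direction as at 2c. Chance cannot be excluded for the mitochondrial ribosomal protein genes, where 3 of 50 splits gave as small a camera p. For the motif, no split other than the real one called 20 genes in a direction, which leaves 1 split and no test.

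Libraries failed in the same wells of both plates. Of the 42 wells used in both, 6 were left out in each plate and 4 of these in both (one-sided Fisher's exact test, p = 0.00184). Deviations from the group means also went together in the same well: across 8418 genes the mean correlation of same-well pairs was 0.419 in oocytes, where the 14 pairs hold different genotypes, against -0.03 in the 211 other pairs between the plates (permutation test, p = 1e-04, the smallest that the permutations can give). At 2c it was 0.139 over 8 pairs and at 8c 0.228 over 12. These values are consistent with a shared cause in the well, such as its barcode or position. No biological explanation was tested, since the labels do not name the female.

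Neighbouring wells of a group also deviated together more than other pairs of the plate (mean correlation -0.139 over 55 pairs against -0.182 over 169, permutation of wells, p = 0.0059). Embryos of one female in neighbouring wells, or a gradient over the plate, could each give this. The labels name no female, so they cannot be told apart.

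The lower spike-in counts in matPlag1KO at 8c go with the position on the plate, since WT fills columns 1 to 4 and matPlag1KO columns 5 to 8. In oocytes, where both genotypes fill both, the means were 10273 in columns 1 to 4 and 9738 in columns 5 to 8 (permutation test, p = 0.192), and at 2c the difference was not past the threshold (permutation test, p = 0.437). These stages do not decide for 8c, so position and genotype cannot be told apart there.

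The larger share of the de novo motif in delayed-activation genes depended on the genes it was set against. Among genes not called, the share of promoters with the motif was 23.7%, 29.9%, 38.1%, 46.7% and 54.0% in 5 groups of equal size, from the lowest to the highest mean CPM in WT 2c embryos. Against genes of the same CPM in WT 2c embryos the odds ratio was 0.888 (two-sided Fisher's exact test, p = 0.311), but the genes were called from a difference to these embryos, so this match is tied to the call. Against genes of the same CPM in matPlag1KO 2c embryos it was 1.15 (p = 0.235), in WT oocytes 1.44 (p = 0.00132) and in WT 8c embryos 0.877 (p = 0.260), so the larger share stayed past the threshold against 1 of these 3. The expression level of these genes and a link of the motif to their delay cannot be told apart. The sites behind the consensus come from genes that the paper calls delayed-activation, which favours a larger share in them. A role of the motif in high expression in general was not tested.

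The stage index was lower in matPlag1KO at 8c by a mean of -0.73 (permutation test, p = 2e-05) with genes chosen in WT, and differed by -0.08 (permutation test, p = 0.537) with genes chosen in matPlag1KO. In oocytes it did not differ with genes chosen in WT (permutation test, p = 0.628), and differed by -0.27 with genes chosen in matPlag1KO (permutation test, p = 0.00087).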
